# Loss of *flrt2* gene leads to microphthalmia in zebrafish

**DOI:** 10.1242/bio.059784

**Published:** 2023-06-15

**Authors:** Siyu Yang, Lianggui Huang, Huiling Liang, Jingyi Guo, Liyue Liu, Shuyi Chen, Mingzhe Cao

**Keywords:** *flrt2*, Retinal, Zebrafish, Microphthalmia, CRISPR/Cas9

## Abstract

As a member of the *fibronectin leucine-rich transmembrane* (*flrt*) gene family, *fibronectin leucine-rich transmembrane 2* (*flrt2*) is strongly expressed in a subset of sclerotome cells, and the resultant protein interacts with FGFR1 in the FGF signaling pathway during development. Studies on *flrt2* have focused mainly on its roles in the brain, heart and chondrogenesis. However, reports on its expression and function in the zebrafish retina are lacking. Here, we detected the high expression of *flrt2* in zebrafish retina using *in situ* hybridization technique and developed an *flrt2*-knockout (KO) zebrafish line using CRISPR/Cas9 genome editing. Quantitative real-time PCR was used to measure the expression levels of *flrt2*, which results in an approximately 60% mRNA reduction. The *flrt2*-KO zebrafish eyes’ altered morphological, cellular, and molecular events were identified using BrdU labeling, TUNEL assay, immunofluorescent staining, fluorescent dye injection and RNA sequencing. Abnormal eye development, known as microphthalmia, was found in *flrt2*-KO larvae, and the retinal progenitor cells exhibited increased apoptosis, perhaps owing to the combined effects of *crx*, *neurod4*, *atoh7*, and *pcdh8* downregulation and *Casp3a* and *Caspbl* upregulation. In contrast, the retinal neural development, as well as retinal progenitor cell differentiation and proliferation, were not affected by the *flrt2* deletion. Thus, *flrt2* appears to play important roles in retinal development and function, which may provide the basis for further investigations into the molecular mechanisms of retinal development and evolution.

## INTRODUCTION

Congenital malformations of the eyes are one of the leading causes of childhood blindness. The most serious of these malformations are anophthalmia, microphthalmia, and coloboma, which account for up to 11% of the cases of blindness in children (Williamson and FitzPatrick, 2014). Among them, microphthalmia refers to the reduction of eyeball volume, and it may be associated with coloboma or an orbital cyst. The main manifestation of ocular coloboma is the absence of ventral tissue (mainly retina). These conditions typically result from a genetic abnormality, maternal illness, teratogenic exposure, or vitamin deficiency. Advances in our understanding of the molecular mechanisms governing eye development, combined with improved genetic diagnosis techniques, have resulted in the identification of many genes that, when disrupted, result in malformations (Plaisancié et al., 2019). Despite these advances, our understanding of eye disease progression remains patchy, and most of the molecular causes underlying eye malformations remain unknown. Animal model research is critical to understanding retinal development under both normal and pathological conditions (Kimmel et al., 1995). Zebrafish is an effective animal model to research human retina due to their rapid genetic modification, simple real-time observability, greater fecundity compared with mice, and similar retinal structure to that of humans (Ota and Kawahara, 2014; Richardson et al., 2017; Varshney et al., 2015b). Gene-editing technologies such as the ZFNs (Doyon et al., 2008), TALENs (Huang et al., 2011), and CRISPR/Cas9 (Jao et al., 2013; Liu et al., 2014) have been developed in recent years to knock out genes in zebrafish (Varshney et al., 2015a). The CRISPR/Cas systems are especially appealing for zebrafish gene function screening because they may be used to easily introduce mutations at nearly any loci, which increases the ability to investigate the etiology and pathological progression in disease models (Moreno-Mateos et al., 2015; Xu and Qi, 2019).

*flrt2* belongs to the fibronectin leucine-rich transmembrane family, which encode putative type I transmembrane proteins. Each of which contains 10 leucine-rich repeats (LRRs) flanked by N-terminal and C-terminal cysteine-rich regions, type III fibronectin-domain (FNIII), and transmembrane domains with a short intracellular tail (Lacy et al., 1999) (Fig. 1). To date, the evidence suggests different roles for the domains found in the FLRT proteins, as follows: the LRR domain plays a role in homotypic cellular recognition; the FNIII domain is involved with binding to receptors of *Fgf*; and the intracellular domain is responsible for modulating *Fgf* receptor signaling in both mice and *Xenopus* (Haines et al., 2006; Karaulanov et al., 2006). Proteins containing these domains are involved in many biological processes, including embryonic development, axonal formation, retinal cells development and neuronal survival. FLRT proteins are also referred to as cell adhesion molecules (CAMs), and they interact with heterophilic receptors, acting as guiding factors in the early stages of embryonic, neuronal, and vascular development (Xu et al., 2011). FLRT2 has been found in the pancreas, heart, skeletal muscle, and brain, and it plays crucial roles in excitatory neuron development, such as neuron migration, axon guidance, and synapse formation. It also acts as a chemorepellent in axon guidance and cell migration through interactions with uncoordinated-5 (Unc5) receptors, as well as functioning in cell adhesion through interactions with latrophilins (Flintoff et al., 2014). During mouse eye development, *Flrt2* is expressed in the optic cup of E10.5 embryos and is expressed more at the edges of the neural layer. Additionally, at E15.5, *Flrt2* was found to express in the epithelial lining of the eye lid (prior to fusion of upper and lower eyelids) and the equatorial region of the lens (Gong et al., 2009). *Flrt2* was determined to be very selectively expressed in retinal precursor cells in these earlier investigations (Visser et al., 2015), which raises the possibility that it plays a significant regulatory role in the growth and physiological operation of the retina. However, to our knowledge, the *flrt2* gene has never been linked to coloboma or microphthalmia.

**Fig. 1.**
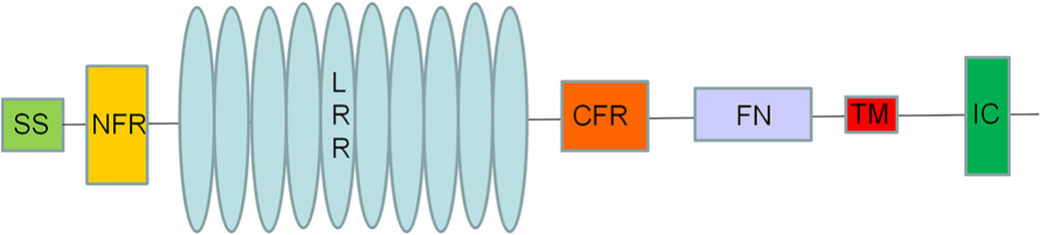
**Schematic diagram illustrating the primary structure of FLRT2 adapted from** **Flintoff et al., 2014** **and** **Lacy et al., 1999****.** The extracellular domain contains 10 Leucine Rich Repeat sequences flanked by N- and C- terminal cysteine-rich regions. The FNIII domain lies closer to the cell membrane. These proteins span the cell membrane once and have a short cytoplasmic tail. SS: signal sequence; NFR: cysteine-rich domains flanking N′ terminal ends of LRR domain; LRR: 10 leucine-rich repeats; CFR: cysteine-rich domains flanking C′ terminal ends of LRR domain; FN: fibronectin III domain; TM: transmembrane domain; IC: cytoplasmic tail.

In this report, we created and described a novel zebrafish *flrt2* mutant line to further characterize the effects of *flrt2* on the development of, and physiological function in, zebrafish retina. We determined that *flrt2* is crucial for the growth and function of the retina. Further investigations explored the regulatory mechanism that may incorporate *flrt2*. This study will help increase our understandings of the mechanisms that control retinal growth and its physiological functions, as well as providing a theoretical foundation for the detection, prognostic evaluation, and treatment of ocular defects.

## RESULTS

### *flrt2* expression in the developing retina of zebrafish

Prior to examining the roles played by *flrt2* throughout zebrafish retinal development, we first used whole-mount *in situ* hybridization (WISH) to characterize *flrt2* expression patterns in zebrafish embryonic eyes during the primary phase of zebrafish retinal development. And the results showed that at 24 h post fertilization (hpf), *flrt2* expression was detected in neurons, lens and notochord (Fig. 2A-A″). Then, for 36 to 48 hpf expression continued in the neurons of the telencephalon as well as cells dorsal to the lens (Fig. 2B-C″). However, at 72 hpf, *flrt2* expression was minimal in the brain and eye (Fig. 2D-D″). The WISH results using negative controls are shown in Fig. 2E-H″. The description of the expression pattern is only partially complete owing to the probe's inability to access some structures, such as the notochord, the majority of the trunk, and the tail. Based on the expression pattern of *flrt2*, we decided to investigate its effects on neurodevelopment and eye development.

**Fig. 2.**
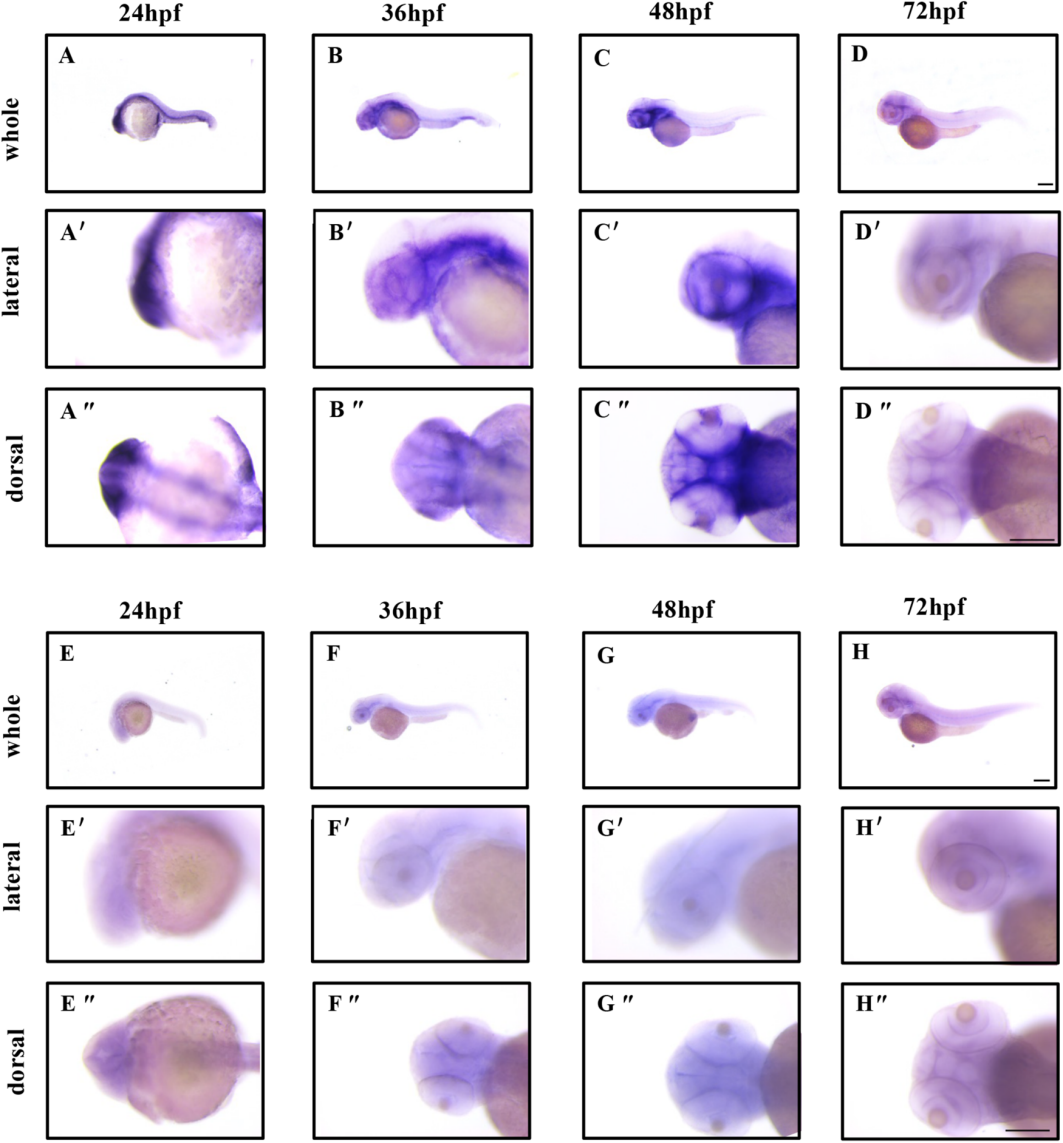
***flrt2* is expressed in developing zebrafish eyes.** (A,D″) Lateral views of *flrt2* mRNA whole-mount *in situ* hybridization of (A,A′) 24 hpf, (B,B′) 36 hpf, (C,C′) 48 hpf, and (D,D′) 72 hpf zebrafish embryos. (A″-D″) Dorsal views of *flrt2* mRNA whole-mount *in situ* hybridization of (A″) 24 hpf, (B″) 36 hpf, (C″) 48 hpf, and (D″) 72 hpf zebrafish embryos. (E-H″) Embryos exposed to a sense riboprobe were used as a negative control. *n*=20/each group. Scale bar: 200 µm. Leica stereomicroscope M205 was used: objective: M205FA 30×/161×; scaling (per pixel): 1.00 pixel×1.00 pixel; image size (pixels): 1392×1040.

### Generation and characterization of a *flrt2*-knockout (KO) zebrafish line

We generated mutants by co-injecting Cas9 mRNA and gRNA into zebrafish embryos (one-cell stage) to evaluate the function of *flrt2* during the development of the zebrafish retina. The *flrt2*-targeted allele carried a deletion of 20 bp as determined by DNA sequencing of target-specific PCR products (Fig. 3A,B). Two methods were employed to assess the stability of the *flrt2^−/−^* mutant line. First, we used RT-qPCR to measure the mRNA levels in inbred F3 homozygotes’ offspring (RT-qPCR using mRNA derived from larval brains at 24 hpf). The RT-qPCR revealed that *flrt2* expression was approximately 60% lower than wild-type (WT) levels (Fig. 3C). Through analysis, FLRT2 protein translation was found to terminate prematurely after the deletion of 20 bp (Fig. 3D). Then, we used western blotting to assess FLRT2 protein expression. Unfortunately, three antibodies (anti-FLRT2: ab154023, AF2877S, and ABP58572) that were used to investigate the level of FLRT2 protein expression, but they did not recognize the FLRT2 protein. Thus, the successful generation of a mutant *flrt2*-deficient zebrafish line was based on the RT-qPCR results.

**Fig. 3.**
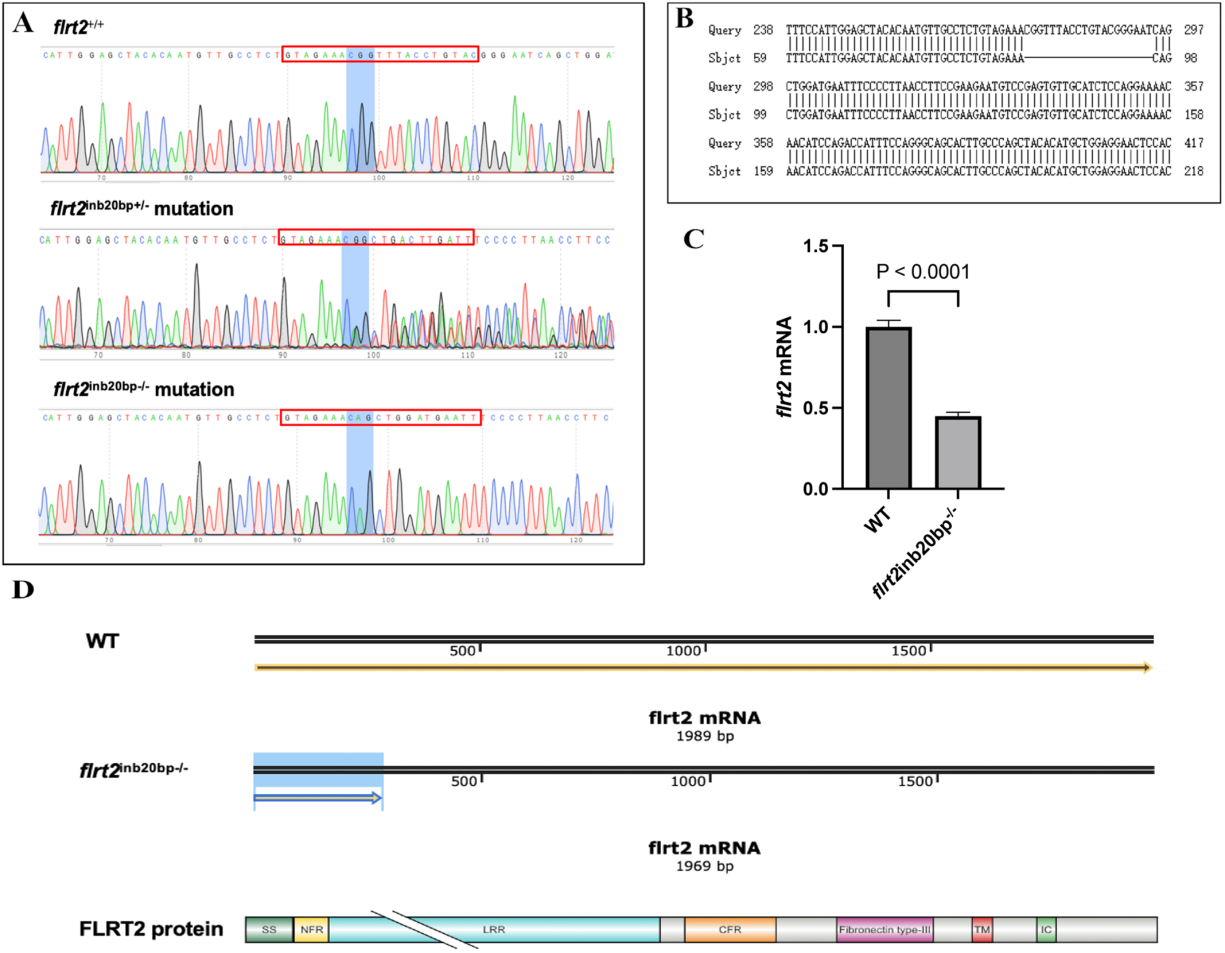
**Generation of *flrt2*-KO zebrafish line by CRISPR/Cas9 genome editing.** (A) Sequencing maps of WT, *flrt2*^+/−^ mutants and *flrt2*^−/−^ mutants. The sequences in the red frame represent the areas targeted by CRISPR/Cas9. Blue background indicates CGG base pairs in WT and heterozygous zebrafish. (B) Sequence alignment of the WT and *flrt2*-KO zebrafish line, including the 20-bp deletion in homozygotes. (C) Reduced expression of *flrt2* mRNA in the brain of WT and *flrt2*^−/−^ larvae (24 hpf) zebrafish analyzed by RT-qPCR (*n*=30/each group); *t*=23.58, *P*<0.0001. The solid bars represent the means±standard deviations. (D) Schematic diagram of FLRT2 protein translation. The yellow arrows indicate the process and direction of *flrt2* mRNA translation into protein. Blue background means the position of the premature termination of protein translation. And the bottom indicates that the FLRT2 protein translation is forced to prematurely terminate the site.

### *flrt2-*KO leads to microphthalmia in zebrafish

To better understand the function of *flrt2* in zebrafish eye development, we assessed eye phenotypes and measured eye sizes and body lengths at 36 hpf in *flrt2*-KO and WT larvae. At 36 hpf, *flrt2*^−/−^ zebrafish showed significantly smaller eyes and a shorter body length when compared with WT zebrafish (Fig. 4A-D). However, over time, these variations in the broad phenotypes gradually disappeared (Fig. 4E-H). Next, we determined whether there were other phenotypes besides microphthalmia, such as coloboma. Thus, we marked the basement membrane with anti-laminin and anti-fibronectin immunostaining to determine whether coloboma appeared in the zebrafish eyes. At 36 hpf, laminin^+^/fibronectin^+^ basement membranes had developed from the ventral optic cup (OC) in the eyes of WT and *flrt2*^−/−^, and the indentation indicating the location of the optic fissure (OF) had also developed (Fig. 4I-L, arrows). At 72 hpf, the OF had already fused to form a complete OC, the laminin^+^/fibronectin^+^ basement membrane remained intact in WT and *flrt2*^−/−^ larvae (Fig. 4M-P).

**Fig. 4.**
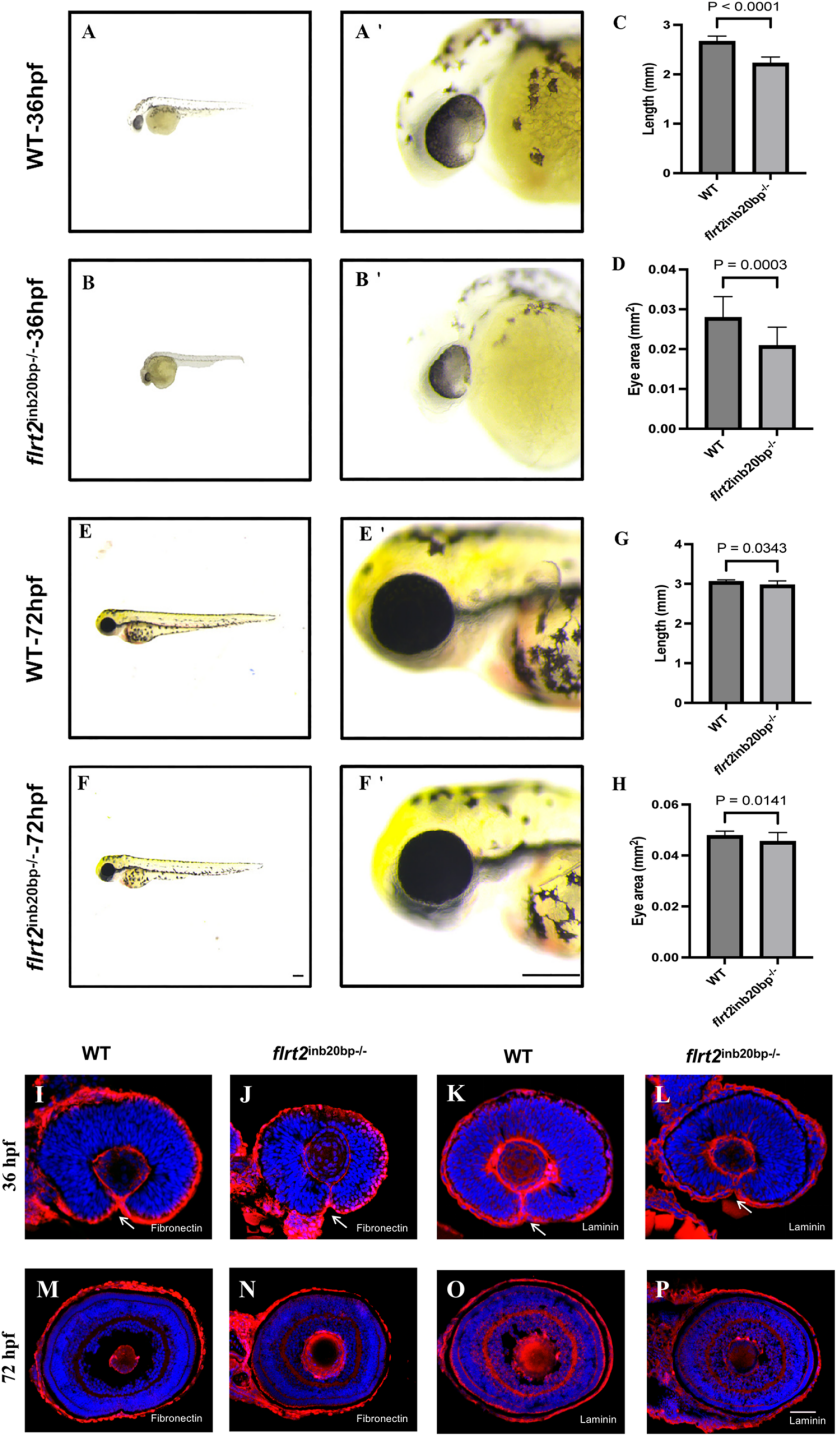
***flrt2*-KO leads to zebrafish slow development and reduces eye size.** (A,B) Phenotypes of WT and *flrt2*^−/−^ embryos at 36 hpf, with A′ and B′ are the magnified images of the heads from A and B, respectively. (C,D) Statistical analysis of body length and eye size in WT and *flrt2*^−/−^ embryos at 36 hpf (*n*=17/each group); C: *t*=10.543, *P*<0.0001; D: *t*=4.098, *P*=0.0003. (E,F) Phenotypes of WT and *flrt2*^−/−^ embryos at 72 hpf, with E′ and F′ showing the magnified images of the heads from E and F, respectively. Leica stereomicroscope M205 was used: M205FA 30×/161×; scaling (per pixel): 1.00 pixel×1.00 pixel; image size (pixel): 1392×1040. Scale bars: 200 µm. (G,H) Statistical analysis of body length and eye size in WT and *flrt2*^−/−^ embryos at 72 hpf (*n*=20/each group); G: *t*=2.290, *P*=0.0343; H: *t*=2.575, *P*=0.0141. The solid bars represent the means±standard deviations. (I–P) At 36 hpf and 72 hpf, WT zebrafish were stained with (I,M) anti-fibronectin or (K,O) anti-laminin. At 36 hpf and 72 hpf, *flrt2*^−/−^ zebrafish were stained with (G,N) anti-fibronectin or (L,P) anti-laminin (*n*=20/each group). Arrows point to the unfused OF. LSM 980 with Airyscan was used: objective: plan-apochromat 20×/0.8 M27; scaling (per pixel): 0.414 µm×0.414 µm; image size (pixel): 1024×1024; effective NA: 0.8. Scale bar: 50 µm.

### Effects of *flrt2*-KO on retinal cell proliferation and survival

Because proper regulation of cell proliferation is essential for retinal development, we investigated whether cell proliferation was affected in *flrt2*-KO zebrafish in the retinas at 36 hpf. Live 34 hpf zebrafish embryos were bromodeoxyuridine (BrdU)-labeled for 2 h, and the proportion of BrdU^+^ cells in the middle of each eye was measured. Approximately 72% of retinal progenitor cells were BrdU^+^ in the control eyes, whereas the percentage of BrdU^+^ cells in *flrt2*^−/−^ mutant retinas was less, at approximately 68% (Fig. 5A,B), but there was no significant difference between the two groups (Fig. 5C). These findings indicating that cell proliferation was not affected by the *flrt2*-KO.

**Fig. 5.**
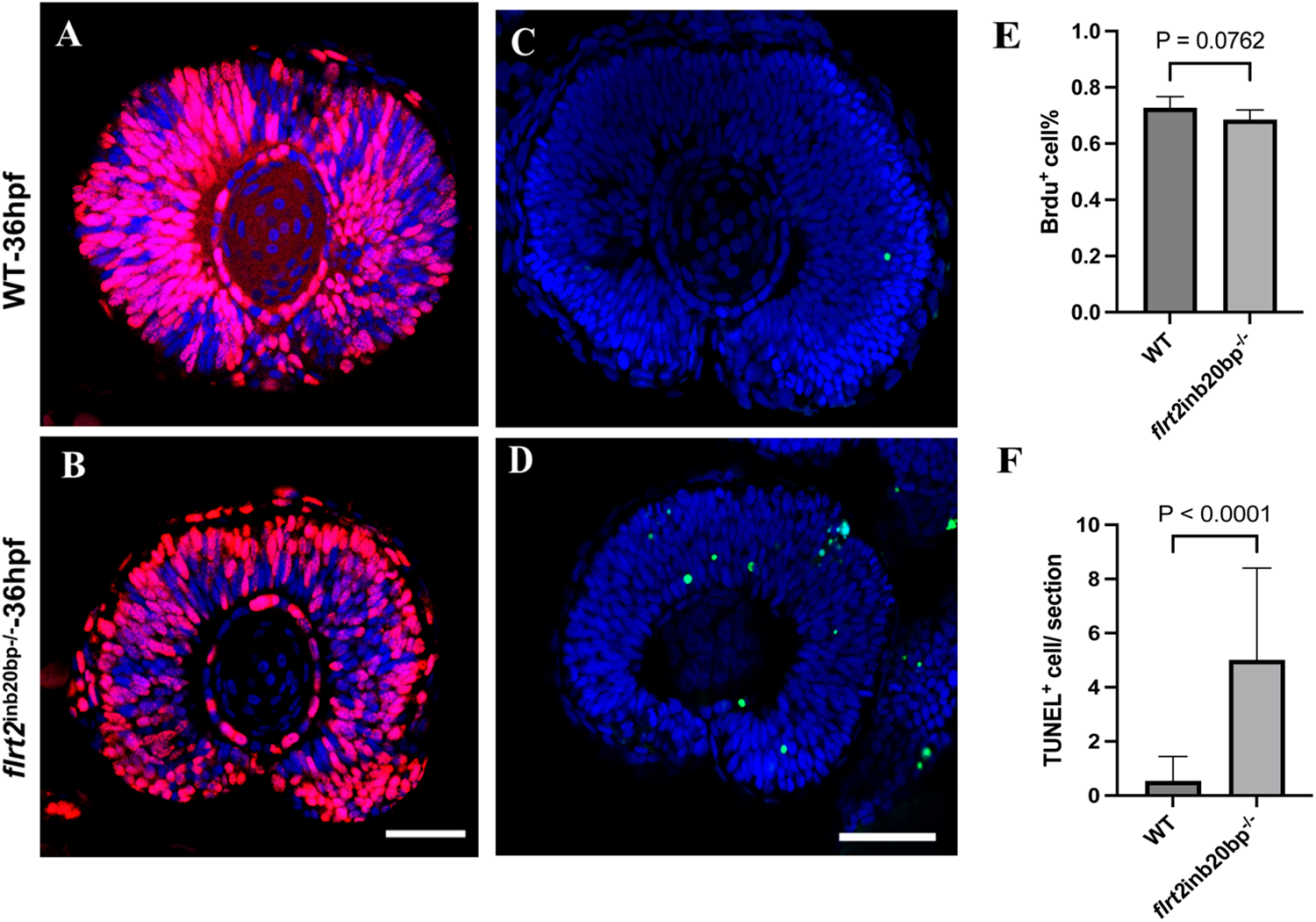
**Retinal progenitor cell proliferation was not affected by the *flrt***-**KO.** (A,B) Images of 36 hpf zebrafish eye sagittal sections stained with anti-BrdU antibody (red). (C) Quantification of BrdU^+^ cells/section in WT and *flrt2*-KO retinas at 36 hpf; *t*=1.977, *P*=0.0762. Scale bars: 50 µm (*n*=6/each group). (D,E) TUNEL staining (green) of 36 hpf zebrafish eye sagittal sections. (F) Quantification of TUNEL^+^ cells/section in WT and *flrt2*-KO retinas at 36 hpf; *t*=4.911, *P*<0.0001. Scale bars: 50 µm (*n*=15/each group). The solid bars represent the means±standard deviations. LSM 980 with Airyscan was used: objective: plan-apochromat 20×/0.8 M27; scaling (per pixel): 0.414 µm×0.414 µm; image size (pixel): 1024×1024; effective NA: 0.8.

Next, we identified apoptotic cells using the TUNEL assay. We chose one middle sagittal segment representative of each eye for cell counting to ascertain whether the *flrt2*-deficiency influenced cell apoptosis in the retinas. As shown in Fig. 5D-F, the retinal progenitor cell (RPC) population in WT retinas at 36 hpf contained a small number of apoptotic cells; only one or two apoptotic cells per segment. However, massive apoptosis was observed in the retinas of the *flrt2*-KO group, with a significant difference in the number of apoptotic cells compared with the WT group (*P*<0.05). These findings showed that cell survival in the retinas was substantially hampered, which may account for the microphthalmia phenotype in *flrt2*-KO zebrafish.

### Effects of the *flrt2*-KO on retinal neuronal differentiation

Since microphthalmia is a common phenotype associated with retinal degeneration in zebrafish, we used immunofluorescence labeling to investigate whether *flrt2*-deficient embryos showed abnormal retinal cell development. Sections of WT and *flrt2*^−/−^ mutant larvae were immunolabeled at 6 dpf with a variety of antibodies, including an anti-Zn5 antibody for mature RGCs, an anti-Pax6 antibody for ganglion cells and amacrine precursor cells, an anti-α PKC antibody for bipolar cells, an anti-GS antibody for Müller cells, an anti-GFAP antibody for glial cell, an anti-Recoverin antibody for photoreceptor cells, and an anti-Rho 1D4 antibody for long double-cone outer segments, to determine the impacted principal retinal cell classes. The findings demonstrated that *flrt2*-KO zebrafish contained all retinal cell types (Fig. 6). In addition, there were no differences between *flrt2*^−/−^ mutants and WT larvae, indicating that the *flrt2* mutation had no effect on how any retinal cell type matured.

**Fig. 6.**
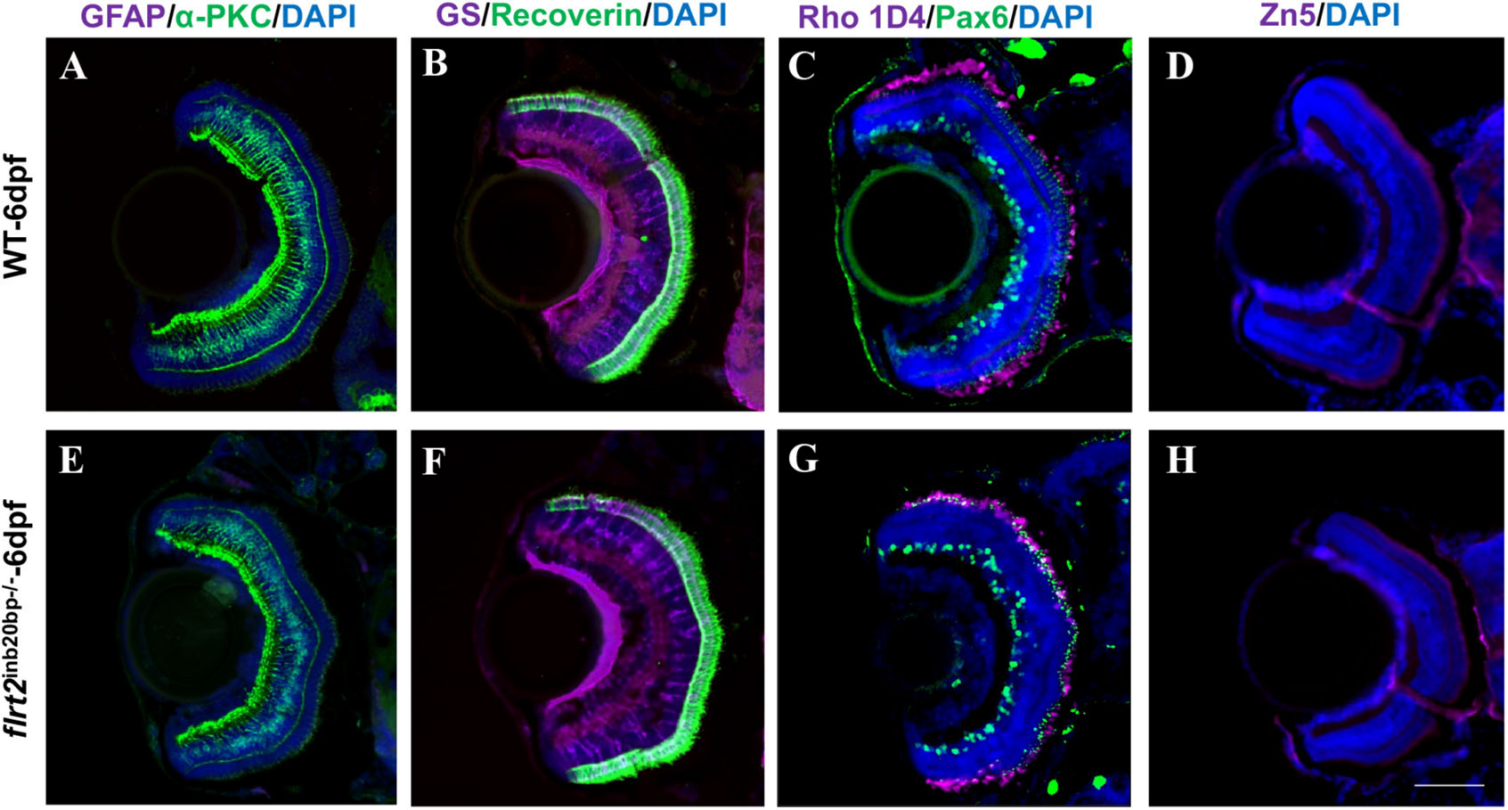
**Retinal cells fate determination in *flrt2***-**KO zebrafish.** Immunofluorescence staining with retinal neural markers: (A,E) co-labelling with anti-GFAP antibodies (for glial cells, magenta) and anti-α-PKC antibodies (for bipolar cells, green). (B,F) Co-labelling with anti-GS antibodies (for Müller cells, magenta) and anti-Recoverin antibodies (for photoreceptor cells, green). (C,G) Co-labelling with anti-Rho 1D4 antibodies (for long double-cone outer segments, magenta) and anti-Pax6 antibodies (for ganglion and amacrine precursor cells, green). (D,H) Labelling with anti-Zn5 antibodies (for mature RGCs, magenta) in WT and *flrt2*-KO larvae retinas. Blue, DAPI staining of the nuclei. *n*=20/each group. Scale bar: 50 μm. ISM 710 was used: objective: LD plan-neofluar 20×/0.4 Korr M27; scaling (per pixel): 0.497 µm×0.497 µm; image size (pixel): 1388×1040; effective NA: 0.4; depth of focus: 8.02 µm.

### Axon projection in *flrt2*-KO zebrafish

The RGC axons that project to the tectum in *flrt2*-KO zebrafish at 6 dpf were then traced to further examine whether *flrt2* is involved in RGC axon projection in zebrafish. The larvae were immobilized, and then dye (DiI and DiO) was unilaterally injected to label one side of the projected axons, such that the merged images would clearly show axonal decussation. We discovered that both the eyes of *flrt2*-KO zebrafish and those of the control zebrafish displayed RGC axons from the retina that projected exclusively to the contralateral tectum. They also displayed symmetric and intact axonal decussation, RGC axon-filled tecta, and typical fascicle-branched optic tracts (Fig. 7), indicating that the RGC axon projections were normal.

**Fig. 7.**
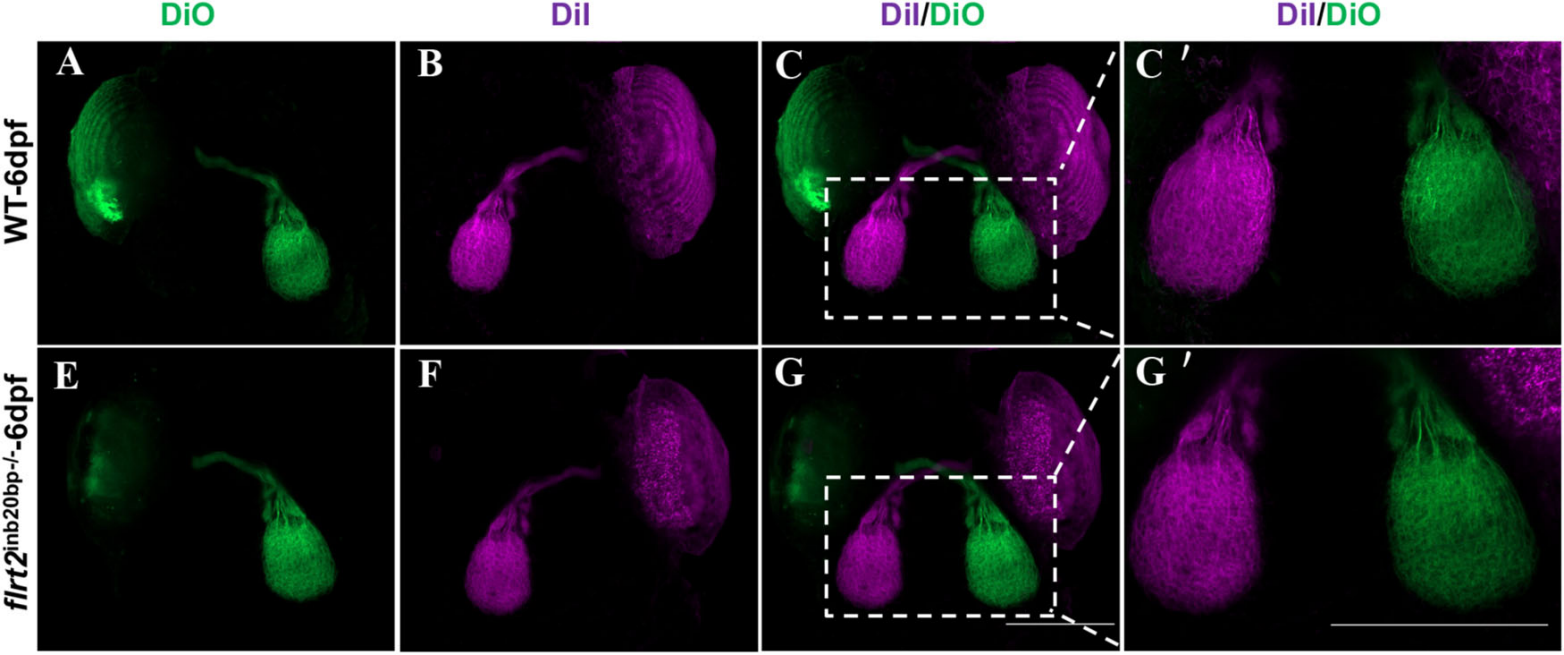
***flrt2*-KO zebrafish showed normal optic nerve projection.** RGC axon projection in zebrafish at 6 dpf. Above: RGC axon projection in WT larvae, below: RGC axon projection in *flrt2*^−/−^ mutant larvae. Retinotopic anterograde RGC axon labeling using DiI and DiO. *n*=20/each group. Scale bar: 200 μm. (A-G) LSM 980 with Airyscan was used: objective: plan-apochromat 10×/0.45 M27; scaling (per pixel): 0.829 µm×0.829 µm×8.790 µm; image size (pixel): 1024×1024; effective NA: 0.45; depth of focus: 5.43 µm. (C′,G′) LSM 980 with Airyscan was used: objective: plan-apochromat 20×/0.8 M27; scaling (per pixel): 0.414 µm×0.414 µm×3.760 µm; image size (pixel): 1024×1024; effective NA: 0.8; depth of focus: 1.72 µm.

### Gene expression changed in *flrt2*-KO zebrafish eyes

RNA sequencing (RNA-seq) and data analyses of the transcriptome profiles in *flrt2*-KO and control zebrafish eyes were carried out to investigate whether the *flrt2*-KO altered gene expression in developing zebrafish eyes (RNA derived from retinas of larvae at 36 dpf, eight samples, *n*=40 per sample). 

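The targeted gene, *flrt2*, was measured first in each of the 8 libraries. It had 2.4 ± 0.137 FPKM (SD, n = 4) in the WT libraries and 3.37 ± 0.612 FPKM (SD, n = 4) in the libraries labelled *flrt2*-KO. The WT values were 2.48, 2.33, 2.25 and 2.55 FPKM in libraries 12_16, 1_19, 1_8 and 1_8_ysy. The libraries labelled *flrt2*-KO held 2.90, 3.99, 3.80 and 2.80 FPKM in 12_16, 1_19, 1_8_ysy and 2_17. As deposited, each of these 4 values was above every WT value (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). This separation rests on a scaling factor of each library that the sources used here do not describe. Median-ratio scaling of the deposited values left 1453 genes changed (adjusted p under 0.05 from limma, more than 2-fold), all also changed as deposited. The deposited values were therefore already close to that scaling, while the scalings below use totals of each library. With equal column sums the library 2_17 had 2.47 FPKM, within the WT range of 2.18 to 2.66 (two-sided exact permutation test, p = 0.0857). Scaled to the sum of recovered reads, a step chosen after the values were seen, it had 2.60 FPKM against 2.24 to 2.68 in WT (two-sided exact permutation test, p = 0.0857). The log2 fold change was 0.40 (standard error 0.154, adjusted p = 0.110 from limma), which did not pass the threshold. The paper's RT-qPCR in larval brains, at an earlier age than these eyes (Fig. 3C), ran the other way, which does not settle the labels. The second group is therefore named here as the libraries labelled *flrt2*-KO, and every direction below rests on those labels. The 20 bp deletion itself cannot be read from a table of expression values, and the reads were not analysed here.

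Each library was made from about 40 pooled eyes of embryos at 36 hpf, as the Methods and the legend of Fig. 8 give the age. The authors aligned 150 bp paired-end reads to GRCz11 with HISAT2 2.0.5, counted reads per gene with featureCounts 1.5.0-p3 and deposited FPKM values. The table holds 37114 gene rows, of which 31901 carry an Ensembl annotation and 5213 do not. FPKM multiplied by gene length gave whole reads in 100% of values within a tolerance of 1e-06, at 14394658 to 14835885 reads per WT library (median 14615497) and 13423932 to 14744977 per library labelled *flrt2*-KO (median 14068007). Changes were tested on log2(FPKM + 0.5) with limma over the 21012 genes with at least 0.5 FPKM in at least 4 of the 8 libraries. Fold changes on this scale understate the change of genes with low values. The first principal component held 48.4% of the variance and parted the groups, with 0 libraries inside the range of the other group. Pearson's r of log2 values across genes was 0.953 to 0.976 between WT libraries, 0.961 to 0.971 between libraries labelled *flrt2*-KO and 0.911 to 0.939 between the groups, where genes are not independent replicates.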

A total of 2492 genes, including 1227 upregulated and 1264 downregulated genes, had altered expression levels, according to differential gene expression (DEG) analyses (Fig. 8A). 

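In the libraries labelled *flrt2*-KO, 755 genes were higher and 703 were lower than in WT, at an adjusted p under 0.05 from limma and a log2 fold change beyond 1. Without the fold threshold, 1740 were higher and 1548 were lower among the 21012 genes tested. The counts of each gene list below are to be read against that share. The largest increases among named genes were in *lim2.1*, a lens membrane protein gene, with a log2 fold change of 4.61 (standard error 0.294, adjusted p = 1.73e-05 from limma), and in *hspa8*, the constitutive Hsp70 chaperone, with 4.34 (standard error 0.201, adjusted p = 2.56e-06 from limma). *hspa8* had 3.40 ± 0.578 FPKM (SD, n = 4) in WT and 80.1 ± 23.0 FPKM (SD, n = 4) in the libraries labelled *flrt2*-KO. The next largest were in *eef2a.1*, a translation elongation factor 2 gene (3.71), *idh3g*, a subunit of mitochondrial isocitrate dehydrogenase (3.69), *paqr3a* (3.66), *hnrnpdl*, an RNA-binding protein gene (3.34), *olig4*, *pm20d1.1* (3.18), *ube2l3a*, an E2 ubiquitin-conjugating enzyme gene (3.1) and *ddx43*, an RNA helicase gene (3.06). *olig4*, which encodes a bHLH transcription factor, held 0 reads in the 4 WT libraries and 273 in the other 4. This is 94.5-fold higher against a floor of 3 reads over the WT group, with the 273 taken as counted.

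The largest decrease among named genes was in *rab11a*, a GTPase of recycling endosomes, which fell from 48.1 ± 10.0 FPKM (SD, n = 4) to 3.30 ± 1.55 FPKM (SD, n = 4), a log2 fold change of -3.76 (standard error 0.301, adjusted p = 4.80e-05 from limma). It was followed by *lsm8*, an RNA-binding subunit of the spliceosome (-3.50), *utp6*, a ribosome biogenesis factor gene (-3.50), *svopl* (-3.12), *znf977* (-2.87), *agk*, acylglycerol kinase (-2.86), *bida*, a BH3-only gene of the Bcl-2 family (-2.70), *ints14*, a subunit of the Integrator complex (-2.60), *znf1012* (-2.56) and *suz12b*, a subunit of Polycomb repressive complex 2 (-2.54). Several of these genes lie close together on GRCz11. *rab11a*, *ints14*, *agk* and *bida* start between 18995247 and 20566817 on chromosome 18, *lsm8* and *svopl* at 9536860 and 9769050 on chromosome 4, *utp6* and *suz12b* at 18524444 and 18531932 on chromosome 6, and *hspa8* and *lim2.1* at 29849497 and 29896275 on chromosome 10.

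The calls were unevenly spread over the genome. Of 1022 tested genes on chromosome 4, 16.8% changed, and of 562 on chromosome 18, 9.96%, against a median of 4.05% over the 25 chromosomes. Chromosome 20, which holds *flrt2*, had 24 changed genes among 739 tested, 3.25%, against 4.96% on the other chromosomes (p = 0.753 over 10000 circular shifts of the calls along the genome, one-sided permutation test). Unannotated rows made up 48.2% of the calls, 703 of 4248 tested. Of these, 2656 lie on alternate contigs of GRCz11, which carry a second version of parts of the chromosomes, and 507 of them (19.1%) changed, against 147 of 1334 unannotated rows (11.0%) on chromosomes 1 to 25.

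**Figure D1:**
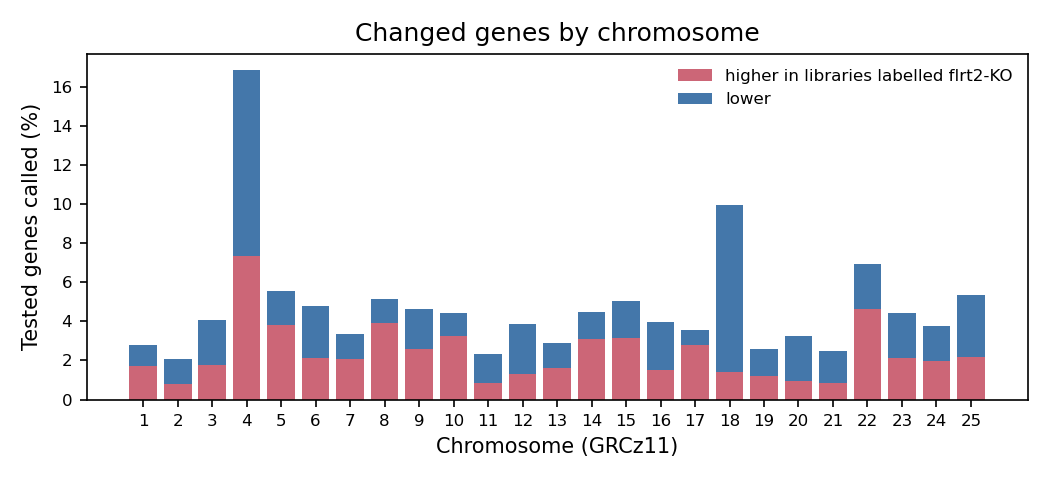
Percent of tested genes called on each chromosome of GRCz11, split into genes higher (red) and lower (blue) in the libraries labelled *flrt2*-KO than in WT (n = 4 libraries each). Chromosome 4 reaches 16.8% and chromosome 18 reaches 9.96%.

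An alternate-contig row was matched to a gene when both carried the same protein match and lay within 0.2 Mb on the same chromosome number. Among 281 matched pairs whose gene had changed, the row moved in the opposite direction in 252, or 89.7% (95% exact binomial interval 85.5% to 93.0%, over pairs of genes, which are not independent). The row matched to *rab11a* had 12.7 ± 6.38 FPKM (SD, n = 4) in WT and 45.9 ± 2.50 FPKM (SD, n = 4) in the libraries labelled *flrt2*-KO. The row matched to *hspa8* had 479 ± 55.2 and 344.8 ± 26.2 FPKM (SD, n = 4 each). Of 262 called genes with a tested match, 14 were still called by limma once the reads of the matched rows were added to the gene, a step chosen after the values were seen. Of the 20 named genes with the largest changes, 13 have such a match and 0 of these were still called. *idh3g*, *olig4*, *pm20d1.1*, *ddx43*, *znf977*, *bida* and *znf1012* have no such match.

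**Figure D2:**
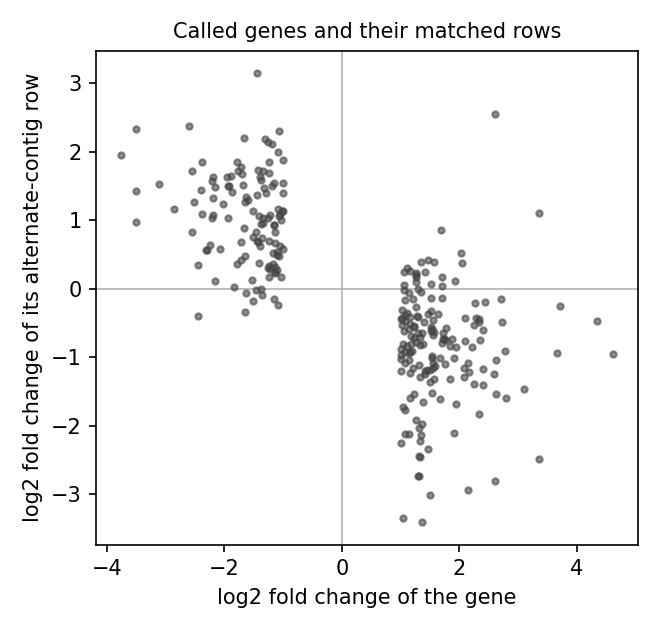
Log2 fold change of each called gene (the libraries labelled *flrt2*-KO minus WT, horizontal axis) against that of the matched alternate-contig row (vertical axis), 281 pairs. In 252 pairs the signs are opposite.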

A critical element in apoptosis is the activation of the caspases family. We discovered that the apoptotic cascade pathway's essential components, *Casp3a* and *Caspbl*, were markedly upregulated in the *flrt2*-KO zebrafish eyes. Additionally, the enhanced apoptotic activity shown in mutant eyes may be brought on by this upregulation. *pcdh8* and several retinal neurogenesis regulatory transcription factors, including *atoh7*, *neurod4*, *crx*, *rorb*, and *foxn1*, were also shown to be simultaneously significantly downregulated. This finding may be related to the somewhat delayed growth of the mutant eyes (Fig. 8B). 

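*casp3a*, which encodes an effector caspase, was higher in the libraries labelled *flrt2*-KO, and *caspbl*, a gene of the caspase-1-like group, was read only in them. *casp3a* (ENSDARG00000017905, chromosome 1, 17527342 to 17536307 on GRCz11) had 1.93 ± 0.236 FPKM (SD, n = 4) in WT and 5.23 ± 3.33 FPKM (SD, n = 4) in the libraries labelled *flrt2*-KO. Its log2 fold change was 1.09 (standard error 0.308, adjusted p = 0.0371 from limma). The library 2_17 labelled *flrt2*-KO held 10.1 FPKM, and the other 3 of its group held 2.81 to 4.2 FPKM, all above the WT values. *caspbl* (ENSDARG00000094433, chromosome 1, 58105762 to 58115298) had 0 reads in the 4 WT libraries and 3, 4, 7 and 2 reads in libraries 12_16, 1_19, 1_8_ysy and 2_17 labelled *flrt2*-KO. This is 5.54-fold higher against a floor of 3 reads over the WT group, where the floor covers only the counting error of the 0 reads. The reads of the other group are taken as counted, so the true fold can be lower. It lay below the filter on low values. Without the filter its adjusted p from limma was 0.0371.

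Of 11 caspase genes tested, *casp3a* was higher, *casp8l2* was lower and 9 did not pass the test, with the same counts when adjusted over the list alone. *casp8l2*, a homologue of caspase 8, had a log2 fold change of -0.73 (adjusted p = 0.0352 from limma, 0.0777 with the title suffix as a block, a fit that rests on the 3 pairs of libraries sharing a suffix). Its adjusted p from limma was also above the threshold without WT 1_19 (0.0825), WT 1_8 (0.0622) or WT 1_8_ysy (0.0770), and without the library 12_16 (0.0655), 1_19 (0.0915) or 1_8_ysy (0.0894) labelled *flrt2*-KO. *casp9*, the initiator caspase of the mitochondrial pathway, had a log2 fold change of 0.27 (adjusted p = 0.309), and *casp2* had -0.21 (adjusted p = 0.404), both from limma. As a list, the caspases did not shift in a common direction against other genes (camera, adjusted p = 0.972, median log2 fold change 0.02).

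*casp3a* did not pass the adjusted p in each subset of the libraries. Its adjusted p from limma was 0.0852 without WT 12_16, 0.0570 without WT 1_19, 0.0698 without WT 1_8, 0.0860 without WT 1_8_ysy, 0.0560 and 0.0662 without the libraries 1_19 and 1_8_ysy labelled *flrt2*-KO, and 0.0638 with no filter. It passed in the other 13 of the 20 alternatives fixed in advance. These include the one without 2_17, where its log2 fold change was 0.74, within 2-fold. With alternate-contig reads added, a step chosen after the values were seen, *casp3a* was still called.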

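*atoh7*, *neurod4*, *crx* and *rorb*, transcription factors of retinal neurogenesis, were lower in the libraries labelled *flrt2*-KO. *atoh7*, which the paper describes as needed for the fate of retinal ganglion cells (ENSDARG00000069552, chromosome 13, 25449681 to 25450725 on GRCz11), had 83.6 ± 16.8 FPKM (SD, n = 4) in WT and 29.7 ± 6.47 FPKM (SD, n = 4) in the libraries labelled *flrt2*-KO. *neurod4*, a proneural bHLH gene, had 128 ± 21.5 and 52.5 ± 2.14 FPKM, and *rorb*, a retinoid-related orphan receptor gene, had 70.8 ± 17.9 and 28.7 ± 5.74 FPKM (SD, n = 4 each). *crx*, an otx family gene of photoreceptor development, had 20.7 ± 15 and 2.59 ± 0.845 FPKM (SD, n = 4 each), and its WT libraries ranged from 6.26 to 39.2 FPKM. The log2 fold changes were -1.48 for *atoh7* (standard error 0.190, adjusted p = 0.000634), -1.26 for *neurod4* (0.123, 0.000124), -1.27 for *rorb* (0.198, 0.00188) and -2.49 for *crx* (0.481, 0.00639), all from limma. In each of the 4 genes, every library labelled *flrt2*-KO lay below every WT library. With the reads of its matched alternate-contig row added, *neurod4* had a log2 fold change of -0.80 (adjusted p = 0.00120 from limma), past the test but within 2-fold.

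*foxn1* held 57 reads over the 4 WT libraries and 7 over the other 4, below the filter on low values. Without the filter its log2 fold change was -0.54 (adjusted p = 0.0755 from limma), which did not pass the test. *pcdh8*, a protocadherin gene, had 1.36 ± 0.924 FPKM (SD, n = 4) in WT and 0.511 ± 0.251 FPKM (SD, n = 4) in the libraries labelled *flrt2*-KO. Its log2 fold change of -0.79 (standard error 0.328, adjusted p = 0.139 from limma) did not pass the threshold, and it passed without WT 1_19 (-1.03, adjusted p = 0.0485).

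**Figure D3:**
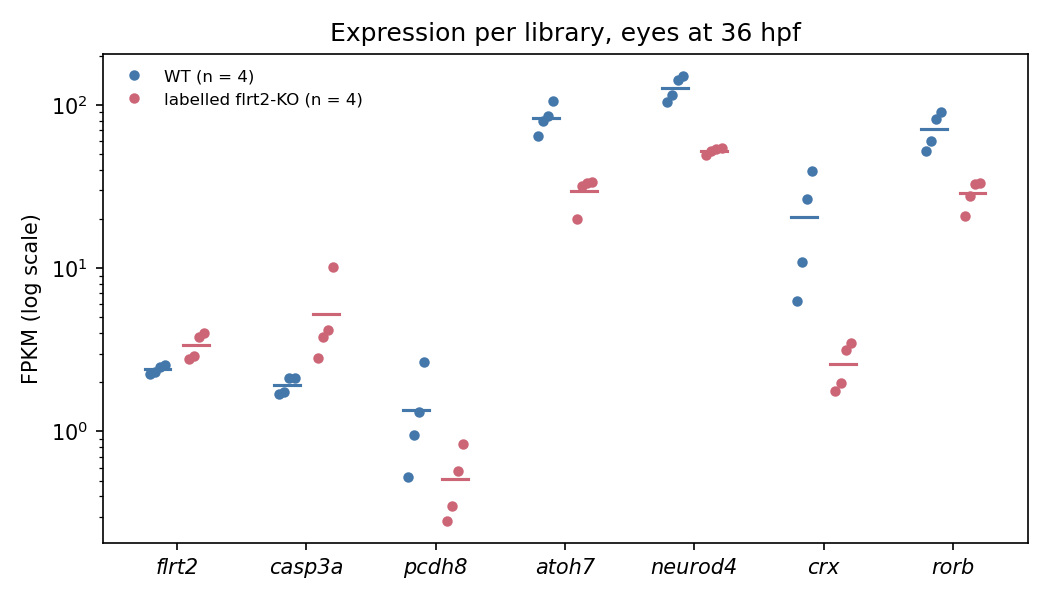
FPKM of 7 genes in each library (log scale, points are libraries in ascending order, lines are group means, n = 4 per group). *atoh7*, *neurod4*, *crx* and *rorb* lie lower in the libraries labelled *flrt2*-KO, *casp3a* higher, *flrt2* does not overlap between the groups as deposited, and *pcdh8* overlaps.

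Of 49 tested transcription factors of retinal neurogenesis, 15 were lower, 0 were higher and 34 did not pass the test at an adjusted p under 0.05 from limma, and 18 were lower and 0 higher when adjusted over the list alone. The counts were 14 lower and 0 higher of 51 with alternate-contig reads added. Of the 15, 9 were lower by more than 2-fold. 4 of the 15 (*atoh7*, *neurod4*, *crx* and *rorb*) were named by the study from these samples and are not independent evidence of the direction. The others included *otx5* (-1.85) and *nr2e3* (-1.80), both of photoreceptor development, *barhl2* (-1.51), *otx2b* (-1.01) and *insm1a*, a zinc finger gene of neuronal differentiation (-0.83). *ptf1a*, of amacrine and horizontal cell fate, had a log2 fold change of -1.59 (adjusted p = 0.0141 from limma, 0.0753 with the title suffix as a block). The list as a whole, tested only with the 4 genes named by the study in it, was lower than other genes (camera, adjusted p = 0.000120, median log2 fold change -0.48). This call was lost at an adjusted p = 0.872 with an estimated correlation. Of markers of yolk and liver and of blood, which are not retinal, 6 of 10 and 4 of 21 were lower and 0 higher in the same libraries (8 and 4 lower when adjusted over the list alone), with median log2 fold changes of -0.94 and -0.46. Only 2 of 22 blood genes were lower with alternate-contig reads added, since *hbbe2* (-0.90, adjusted p = 0.0756 from limma) and *hbbe3* (-0.81, adjusted p = 0.152) no longer passed. Both lists were lower by camera, but not at an adjusted p = 0.872 with an estimated correlation.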

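The few markers of retinal ganglion cells and of amacrine and horizontal cells that passed the test were lower in the libraries labelled *flrt2*-KO, and the few genes of DNA replication and the cell cycle that passed it were higher, while most genes of these lists did not pass. Of 33 tested ganglion cell genes, 5 were lower, 0 higher and 28 did not pass the test at an adjusted p under 0.05 from limma, and 5 were lower when adjusted over the list alone. Of the 5, 1 (*isl1*) also belongs to the neurogenesis list and 1 (*nefmb*) to that of intermediate filaments. They included *rbpms2b*, an RNA-binding protein gene of ganglion cells (log2 fold change -1.22, adjusted p = 0.0124), and *isl1*, a LIM homeobox gene (log2 fold change -0.86, adjusted p = 0.0125, or 0.0603 with the title suffix as a block). The list was lower as a whole (camera, adjusted p = 0.00208, and 0.0665 without WT 12_16). It did not hold at an adjusted p = 0.872 with an estimated correlation. Of 23 amacrine and horizontal cell genes, 3 were lower, 0 higher and 20 did not pass (3 lower when adjusted over the list alone), and 2 of the 3 also belong to the neurogenesis list. *calb2a*, which encodes the calcium-binding protein calretinin, had a log2 fold change of -2.46 (adjusted p = 0.000460 from limma), or -1.09 with the reads of its matched alternate-contig row added. This list was lower by camera (adjusted p = 0.0260), but not with array quality weights (0.0936), with the title suffix as a block (0.0701, or 0.0830 with 1_8 and 1_8_ysy joined in it), without WT 12_16 (0.291) or without the library 2_17 labelled *flrt2*-KO (0.164), nor at an adjusted p = 0.872 with an estimated correlation.

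Of 27 photoreceptor genes, 5 were lower, 1 was higher and 21 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.186, or 0.00759 with a filter at 1 FPKM and 0.0339 with alternate-contig reads added, but adjusted p = 0.872 with an estimated correlation). With those reads added, 5 of 30 were lower and 0 higher. Of the 5 lower genes, 3 also belong to the neurogenesis list. They included *six7*, a homeobox gene of cone development that is also on the progenitor list, from 9.64 ± 6.29 to 1.28 ± 1.02 FPKM (SD, n = 4 each). The 1 higher gene, *gngt2a*, of cone transduction, had a log2 fold change of 1.21, adjusted p = 0.0217 from limma, and adjusted p = 0.130 with the block. Its log2 fold change was -0.72 with the reads of its matched alternate-contig row added. Its call was also lost without WT 1_8 (0.0552) and without the library 1_19 (0.0540), 1_8_ysy (0.0582) or 2_17 (0.0589) labelled *flrt2*-KO (adjusted p from limma). Of 7 bipolar cell genes 1, *isl1*, was lower, also when adjusted over the list alone (camera, adjusted p = 0.842). Of 15 Müller glia genes 1 was higher and 2 were lower (1 and 3 when adjusted over the list alone; camera, adjusted p = 0.328).

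The retinal progenitor list did not pass the test as a whole. Of 44 genes tested, 1 was higher, 3 were lower and 40 did not pass (1 and 2 when adjusted over the list alone, and 1 and 2 of 47 with alternate-contig reads added; camera, adjusted p = 0.673). *cdh2*, N-cadherin, had a log2 fold change of -0.59 (adjusted p = 0.00184 from limma), or -0.01 with the reads of its matched alternate-contig row added. Of 47 genes of DNA replication and the cell cycle, 9 were higher, 0 lower and 38 did not pass the test, and 12 were higher when adjusted over the list alone. When alternate-contig reads were added, 8 of 49 were higher and 1 lower. *chaf1b*, of chromatin assembly, had a log2 fold change of 0.79 (adjusted p = 0.0124, 0.0599 with the block), and *mcm4*, of the replicative helicase, 0.68 (adjusted p = 0.0166, 0.0847 with the block), both from limma. The list was higher as a whole (camera, adjusted p = 0.00175, median log2 fold change 0.21). With an estimated correlation it was not (adjusted p = 0.872).

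From the higher *Casp3a* and *Caspbl* the paper proposes a source of the added apoptosis in mutant eyes, and it proposes that the lower *pcdh8* and neurogenesis transcription factors are related to the delayed growth of these eyes (Fig. 8B).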

Then, GO term and KEGG pathway enrichment analyses were performed to retrieve gene functional profiles of upregulated or downregulated gene sets. The molecular functions (MFs), biological processes (BPs) and cellular components (CCs) were predicted for the DEG's significantly enriched GO terms. The GO terms indicated that the DEGs were involved in various processes, such as DNA integration, DNA metabolic process, response to stress, DNA recombination, intermediate filament cytoskeleton, polymeric cytoskeletal fiber, supramolecular complex, and supramolecular fiber (Fig. 8C). 

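Genes that resemble mobile elements moved in both directions, several keratin genes were lower, and so were *hsp90b1*, *hspa5* and *calr*, which encode proteins of the endoplasmic reticulum, in the libraries labelled *flrt2*-KO. The lists were fixed by symbol or by the description in the table and are not GO terms. Of 86 tested genes whose description names a transposase, integrase or reverse transcriptase, 15 were higher, 9 were lower and 62 did not pass the test at an adjusted p under 0.05 from limma (16 and 11 when adjusted over the list alone, and 14 and 8 of 87 with alternate-contig reads added). The list had a median log2 fold change of 0.02 and did not shift in a common direction against other genes (camera, adjusted p = 0.359). Camera does not ask whether a list changes in both directions, so it cannot show whether these genes changed more often. Over all 21012 tested genes, 1740 were higher and 1548 lower at the same adjusted p. *si:dkey-29p23.1* fell from 1.01 ± 0.144 to 0.127 ± 0.0592 FPKM (SD, n = 4 each), and *si:dkey-235d18.5* rose from 2.50 ± 0.310 to 5.15 ± 1.49 FPKM (SD, n = 4 each).

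Of 38 intermediate filament genes, 2 were higher, 6 were lower and 30 did not pass the test (2 and 7 when adjusted over the list alone, and 2 and 5 of 39 with alternate-contig reads added). The list was not lower by camera (adjusted p = 0.300), but was with the title suffix as a block (adjusted p = 0.0240), though not with 1_8 and 1_8_ysy joined in the block (0.221) or, without the block, with an estimated correlation (adjusted p = 0.873). *krt15*, an epidermal keratin, fell from 4.77 ± 2.02 to 0.584 ± 0.490 FPKM, and *krtt1c19e*, a keratin of basal skin cells, from 298 ± 112 to 115 ± 33.0 FPKM (SD, n = 4 each). *krt4* had a log2 fold change of -1.24 (adjusted p = 0.00651 from limma), or -0.17 with the reads of its matched alternate-contig row added. *nes*, nestin of neural progenitors, rose by 0.53 on the log2 scale (adjusted p = 0.0119 from limma). Of 38 tested markers of surface epithelium, which the dissected eye can carry, 8 were lower, 0 higher and 30 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.110). Once alternate-contig reads were added, 6 of 41 were lower and 1 higher. The list was lower by camera with the block (0.000189, or 0.0274 with 1_8 and 1_8_ysy joined in it), with quantile normalization (0.0499), and without WT 1_8 (0.0139) or the library 1_8_ysy (0.0219) or 2_17 (0.0134) labelled *flrt2*-KO, but not with an estimated correlation and all libraries (adjusted p = 0.932). This list shares 16 tested genes with that of intermediate filaments, and 5 of its 8 lower genes are among them.

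Among 33 heat shock and unfolded protein response genes, for the stress response, 3 were higher, 9 were lower and 21 did not pass the test (4 and 11 when adjusted over the list alone). With alternate-contig reads added, 1 of 34 was higher and 10 were lower, and *hspa8*, 1 of the 3 higher genes, went from 4.34 to 0.23 (adjusted p = 0.215 from limma). *hsp90b1*, the endoplasmic reticulum Hsp90, fell from 107 ± 25.2 to 33.8 ± 8.61 FPKM (SD, n = 4 each), with a log2 fold change of -0.76 once the reads of its matched alternate-contig row were added. *hspa5*, the chaperone BiP, fell by 0.93 on the log2 scale (adjusted p = 0.00741), and *calr*, calreticulin, by 0.93 (adjusted p = 0.00185), both from limma. The list was lower as a whole (camera, adjusted p = 0.00998). This was not so with an estimated correlation (adjusted p = 0.872).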

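Genes of nucleotide metabolism, drug metabolism, the Fanconi anemia pathway and necroptosis were higher or lower in the libraries labelled *flrt2*-KO, depending on the gene, and most did not pass the test. The lists were fixed by gene symbol and are not the KEGG sets themselves. Over all 21012 tested genes, 1740 were higher and 1548 lower at an adjusted p under 0.05 from limma. The shares of the Fanconi anemia and necroptosis lists that passed were close to that. Camera asks only for a shift in a common direction, which lists that move both ways need not show. Of 49 tested genes of pyrimidine metabolism, 7 were higher, 4 were lower and 38 did not pass the test at an adjusted p under 0.05 from limma, also when adjusted over the list alone (camera, adjusted p = 0.613). These counts were 4 higher and 3 lower of 51 with alternate-contig reads added. *dck*, deoxycytidine kinase, fell from 23.3 ± 1.53 to 9.36 ± 3.02 FPKM, and *rrm2b*, a ribonucleotide reductase subunit gene, from 7.20 ± 1.81 to 2.49 ± 0.831 FPKM (SD, n = 4 each). *ctps1a*, CTP synthase, rose from 17.0 ± 2.83 to 25.7 ± 1.48 FPKM (SD, n = 4 each). *tk2*, mitochondrial thymidine kinase, had a log2 fold change of 1.39, which became 0.06 with the reads of its matched alternate-contig row added. Of 54 genes of drug metabolism by other enzymes, 7 were higher, 5 lower and 42 did not pass (9 and 7 when adjusted over the list alone, and 4 and 5 of 57 with alternate-contig reads added; camera, adjusted p = 0.794). The lists of pyrimidine and drug metabolism share 22 tested genes, of which 4 were higher and 1 lower. *gmps*, GMP synthase, rose from 17.4 ± 2.96 to 30.0 ± 2.54 FPKM, and *mgst3a*, a microsomal glutathione S-transferase gene, fell from 31.2 ± 3.84 to 16.8 ± 1.87 FPKM (SD, n = 4 each).

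Of 46 genes of the Fanconi anemia pathway, which repairs DNA crosslinks, 5 were higher, 2 were lower and 39 did not pass (5 and 3 when adjusted over the list alone, and 3 and 2 of 48 with alternate-contig reads added). *fancc*, of the Fanconi core complex, rose from 0.129 ± 0.148 to 1.19 ± 0.205 FPKM, and *faap24* fell from 8.00 ± 1.64 to 3.91 ± 0.811 FPKM (SD, n = 4 each). *fancg*, *palb2* and *slx4* had log2 fold changes of 1.40, 1.37 and 1.41, which became 0.07, 0.20 and -0.01 with the reads of their matched alternate-contig rows added. The list was higher by camera (adjusted p = 0.0212), but not with those reads added (0.0691), with 1_8 and 1_8_ysy joined in a block of the title suffix (0.0629), without WT 12_16 (0.104), WT 1_8_ysy (0.0843) or the library 12_16 labelled *flrt2*-KO (0.111). It was not higher at an adjusted p = 0.872 with an estimated correlation. Of 82 genes of necroptosis, 4 were higher, 7 were lower and 71 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.359). Adding alternate-contig reads left 2 of 88 higher and 8 lower. The list shares 11 tested genes with that of apoptosis regulators, of which 3 (*bida*, *baxb* and *aifm1*) were lower, and 4 with the caspases, of which 1 (*casp8l2*) was lower. *hmgb1a*, a chromatin protein gene, fell from 213 ± 23.3 to 67.4 ± 14.4 FPKM (SD, n = 4 each), a log2 fold change of -1.67 (standard error 0.145, adjusted p = 6.54e-05 from limma). *aifm1*, a mitochondrial flavoprotein gene of cell death, fell from 16.2 ± 1.31 to 7.40 ± 1.48 FPKM, and *baxb*, of the Bcl-2 family, from 2.26 ± 0.291 to 0.664 ± 0.240 FPKM (SD, n = 4 each).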

The KEGG pathway analysis of DEGs in *flrt2*-KO zebrafish eyes compared with WT found that they were enriched in the following pathways: Pantothenate and CoA biosynthesis, Pyrimidine metabolism, Fanconi anemia pathway, Drug metabolism-other enzymes, 2-Oxocarboxylic acid metabolism, linoleic acid metabolism and necroptosis. The enrichment of these pathways may be a result of *flrt2*-KO and WT eyes having slightly differing metabolic states (Fig. 8D).

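Genes of 2-oxocarboxylic acid, pantothenate and linoleic acid metabolism moved in both directions in the libraries labelled *flrt2*-KO. Camera asks only for a shift in a common direction, so it cannot show whether such lists changed more often than other genes. Over all 21012 tested genes, 1740 were higher and 1548 lower at an adjusted p under 0.05 from limma. Of 17 tested genes of 2-oxocarboxylic acid metabolism, 4 were higher, 3 were lower and 10 did not pass the test at an adjusted p under 0.05 from limma (6 and 3 when adjusted over the list alone, and 4 and 1 of 18 with alternate-contig reads added; camera, adjusted p = 0.421). *idh3g*, a subunit of mitochondrial isocitrate dehydrogenase, rose from 0.788 ± 0.773 to 13.9 ± 1.27 FPKM (SD, n = 4 each). *bcat2*, a branched-chain aminotransferase gene, had a log2 fold change of 0.56 (adjusted p = 0.00971 from limma, 0.0764 with the title suffix as a block). *idh3b* and *got2a* had log2 fold changes of -1.51 and -1.36, which became 0.20 and 0.16 with the reads of their matched alternate-contig rows added. With those reads added, a step chosen after the values were seen, the list was higher (camera, adjusted p = 0.0303). With an estimated correlation it was not (adjusted p = 0.873, or 0.790 with those reads added).

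Of 14 genes of pantothenate and CoA biosynthesis, 2 were higher, 1 was lower and 11 did not pass (2 and 3 when adjusted over the list alone; camera, adjusted p = 0.516). Of the 2 higher genes, 1 (*bcat2*) also belongs to the list above. The lower gene, *ppcdc*, of CoA synthesis, had a log2 fold change of -1.0 (adjusted p = 0.00698 from limma), which became 0.16 with the reads of its matched row added. Of 16 genes of linoleic acid metabolism, 1 was higher, 2 were lower and 13 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.870). The higher gene, *pla2g6*, a phospholipase A2 gene, had a log2 fold change of 1.58 (adjusted p = 0.000224 from limma), which became -0.24 with the reads of its matched row added. *cyp2ad3*, a cytochrome P450 gene, had a log2 fold change of -0.64 (adjusted p = 0.0200 from limma). Its adjusted p from limma was 0.0598 without WT 1_8, 0.0610 without WT 1_8_ysy, and 0.0530 and 0.0615 without the libraries 12_16 and 1_19 labelled *flrt2*-KO.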

**Fig. 8.**
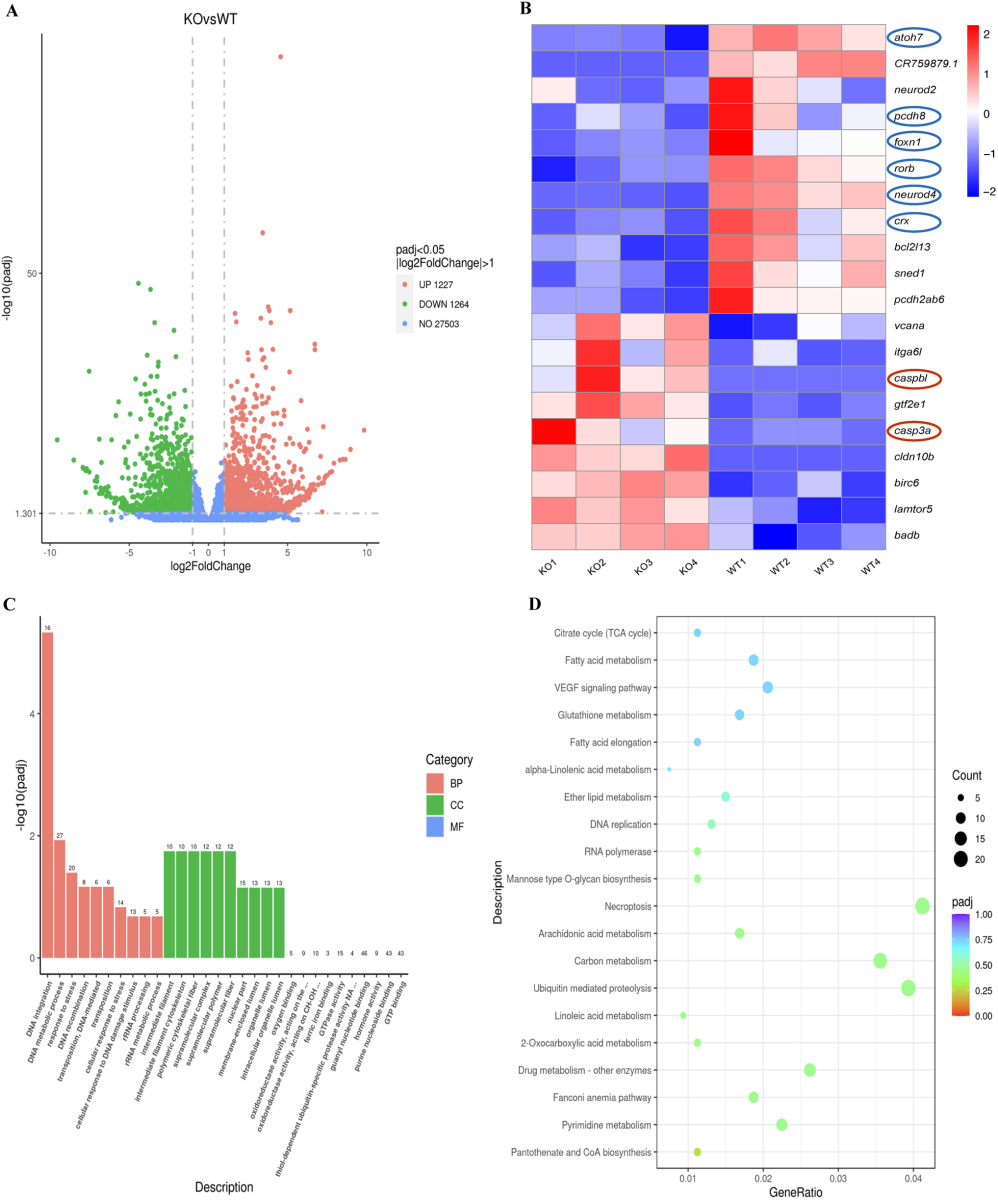
**Gene expression changes in *flrt2*-KO eyes.** (A) Volcano plots showing the gene expression differences between *flrt2*-KO and WT retinas at 36 hpf identified ueing RNA-seq. (B) RNA-seq heatmap showing the DEGs associated with cell adhesion, cell apoptosis, retinal development, and transcriptional regulatory activity in the *flrt2*-KO and WT eyes (*n*=40 per group). The heatmap shows upregulated and downregulated genes in red and blue, respectively. The color key represents the normalized data from RNA-seq. (C) Gene ontology enrichment analysis like biological process (BP), cellular component (CC) and molecular functions (MF). (D) Functional pathway enrichment analysis. The DEGs were involved in various KEGG biological pathways.

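All 20 genes named in Fig. 8B differed in the direction that the heatmap shows, in the comparison of the libraries labelled *flrt2*-KO with WT. Of the 14 that passed the filter on low values, 12 had an adjusted p under 0.05 from limma (14 when adjusted over the list alone) and 10 also changed by more than 2-fold. The study chose these genes on the same samples, so neither count is independent evidence of their direction. *birc6*, an inhibitor of apoptosis gene, had 1.39 ± 0.766 FPKM (SD, n = 4) in WT and 5.38 ± 0.970 FPKM (SD, n = 4) in the libraries labelled *flrt2*-KO, a log2 fold change of 1.70 (standard error 0.253, adjusted p = 0.00146 from limma). *lamtor5*, a subunit of the Ragulator complex, had 1.51 (adjusted p = 0.00312), and *gtf2e1*, a general transcription factor gene, 1.23 (adjusted p = 0.00241), both from limma. *bcl2l13*, of the Bcl-2 family, had a log2 fold change of -1.65 (adjusted p = 0.00996 from limma). With the reads of their matched alternate-contig rows added, the 4 log2 fold changes were 0.13, 0.12, 0.13 and -0.33, and 5 of the 10 called genes were still called.

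*badb*, a pro-apoptotic Bcl-2 family gene, had a log2 fold change of 0.87 (adjusted p = 0.0140 from limma, 0.0776 with the title suffix as a block). *sned1*, an extracellular matrix gene, had -0.82 (adjusted p = 0.0211 from limma, 0.0800 with the block). The adjusted p of *sned1* from limma was also above the threshold without WT 12_16 (0.0526), WT 1_8_ysy (0.0539) or the library 1_19 labelled *flrt2*-KO (0.0626). *vcana*, which encodes the proteoglycan versican, had 0.86 (adjusted p = 0.0707 from limma) and did not pass the threshold, but it passed without WT 1_19 (0.0288). *CR759879.1* held 172 reads over the WT libraries and 0 over the others, 55.2-fold lower against a floor of 3 reads over the group with 0, with the 172 taken as counted. *cldn10b*, a claudin gene, held 0 reads over the WT libraries and 15 over the others, 5.19-fold higher against the same floor, with the 15 taken as counted. It lay below the filter on low values (adjusted p = 0.00604 from limma without the filter). Also below the filter, *pcdh2ab6*, a clustered protocadherin gene, held 72 and 19 reads, *itga6l*, an integrin gene, 31 and 95 reads, and *neurod2* 52 and 28 reads, with adjusted p of 0.0668, 0.135 and 0.434 from limma without the filter.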

## DISCUSSION

There have been prior reports that the *flrt* gene family is highly expressed in the developing embryo (Lacy et al., 1999). FLRT proteins possess an extracellular leucine-rich repeat motif that is essential for cellular behaviors, such as protein–protein interactions, cellular adhesion or repulsion, migration and growth (Kobe and Kajava, 2001), and they interact with a number of other proteins, including ROBO1 (Akita et al., 2016), LPHN3 and UNC5 (Lu et al., 2015; Seiradake et al., 2014). FLRTs perform their roles as virulence factors (Evdokimov et al., 2001), ribonuclease inhibitors, or splicing mediators (Price et al., 1998) through these interactions. As a member of the FLRT family of proteins, FLRT2 was initially discovered as a chemorepellent in neurons, and it functions as a repulsive ligand of the UNC5 receptor family. FLRT2 localizes in the mammalian brain throughout embryological development and has been linked to neural circuit creation, synapse formation, and neuronal migration (O'Sullivan et al., 2012; Yamagishi et al., 2011). Moreover, in E10.5 mouse embryos, FLRT2 is expressed in the inner (neural) layer of the OC, which corresponds to the future neural retina (Gong et al., 2009). This finding is similar to our results using microarrays to analyze the specific transcriptome of embryonic mouse retinal precursor cells, namely that *Flrt2* is highly specifically expressed during early retinal development (Cao et al., 2018b). In the current study, *flrt2* expression was also found by WISH in zebrafish embryos from 24 to 72 hpf, and its presence was shown in dorsal and lateral views, which further supports this conclusion.

When *flrt2* was knocked out by CRISPR/Cas9, the eyes and body of *flrt2*^−/−^ zebrafish larvae became much smaller and shorter than those of WT at 36 hpf, which implied that the absence of *flrt2* resulted in delayed and faulty larval development. The development of the embryonic eye includes optic vesicle formation, OC invagination, embryonic fissure closure, anterior and posterior chamber formation, and visual function maturation. If the OF cannot be formed, that is, an obstacle occurs during the invagination of the OC, then the clinical manifestation is microphthalmia or anophthalmia. However, the immunofluorescence staining of the retinal basement membrane showed that the process of the embryonic eye development in *flrt2*^−/−^ zebrafish larvae was normal. The retina's two sides moved in close proximity and pressed together at 36 hpf, and they were completely fused at 72 hpf. A reduction in organ size can occur due to an increase in early developmental cell mortality or a decline in progenitor cell proliferation. The BrdU labeling experiments demonstrated that the cell proliferation activity of the *flrt2*^−/−^ larvae was comparable to that of the WT at 36 hpf, which argued against abnormalities in progenitor cell proliferation as the source of the microphthalmia phenotype. The TUNEL assay revealed that *flrt2* deficient retinas had much higher levels of apoptotic activity. Accordingly, we inferred that cell death was one of the causes of microphthalmia. However, it is interesting to note that as the larvae mature, the faulty and delayed development in *flrt2*^−/−^ larvae becomes less obvious. Although the precise cause of this change is not yet known, it indicates that other compensatory systems may exist. In addition, the only impact of *flrt2* on eye development could be its effect on eye size. Because none of the key retinal cell types, including GCs, BCs, ACs, PRs, and MGCs, were impacted in *flrt2*^−/−^ zebrafish, there were no apparent phenotypes with altered retinal cell differentiation or development. The retinotectal pathway is involved in the processes underlying developmental emmetropization, and factors that affect emmetropization, such as myopia, may change eye size (Arumugam et al., 2016) or refraction (Tkatchenko et al., 2018). Unfortunately, in our study, we did not demonstrate an effect of *flrt2* on optic nerve pathway development. No changes in the axons of the optic nerve and the central longitudinal tracts were found in *flrt2*^−/−^ mutants and no axonal decussation abnormalities were exhibited. However, complicated mechanisms that govern axonal outgrowth and pathfinding in zebrafish are what govern the highly stereotyped retinotectal route. The supply of mitochondria, proteins, and other chemicals to nerve terminals via active intracellular transport is crucial for axonal expansion. Therefore, even if *flrt2* is involved in axon formation, cell migration, and adhesion, such as guiding cell motions or neurite outgrowth, we hypothesize that it may not be a primary regulator of optic nerve development.

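Beyond the caspases, 38 regulators of apoptosis were tested in the RNA-seq libraries. In the libraries labelled *flrt2*-KO, 2 were higher, 4 were lower and 32 did not pass the test at an adjusted p under 0.05 from limma, and 2 were higher and 6 lower when adjusted over the list alone. The higher genes were *birc6* and *badb*, and the lower ones were *bida*, *bcl2l13*, *baxb* and *aifm1*. Of these, *birc6*, *badb* and *bcl2l13* are also named in Fig. 8B, and *bida*, *baxb* and *aifm1* are also on the necroptosis list. With the reads of their matched alternate-contig rows added, *birc6* and *bcl2l13* no longer passed the test (log2 fold change 0.13 and -0.33), nor did *badb* with the title suffix as a block (adjusted p = 0.0776 from limma). *bida*, the zebrafish Bid gene (ENSDARG00000069290, chromosome 18, 20566817 to 20573129 on GRCz11), had 8.12 ± 0.408 FPKM (SD, n = 4) in WT and 0.886 ± 0.428 FPKM (SD, n = 4) in the libraries labelled *flrt2*-KO (standard error of the log2 fold change 0.230, adjusted p = 6.00e-05 from limma). *bcl2l13* lies beside it, from 20581685 to 20608300. The log2 fold change was -1.26 for *baxb* (adjusted p = 0.00167) and -1.09 for *aifm1* (adjusted p = 0.000717), both from limma. As a list, the regulators did not shift in a common direction against other genes (camera, adjusted p = 0.397, median log2 fold change -0.05). Over all 21012 tested genes, 1740 were higher and 1548 lower at an adjusted p under 0.05 from limma, a share close to that of these regulators. Of 27 tested targets of p53, the transcription factor that answers DNA damage, 0 were higher and 0 lower by limma, also when adjusted over the list alone (camera, adjusted p = 0.870). *ccng1*, a cyclin G gene induced by p53, had a log2 fold change of 0.59 (adjusted p = 0.0984 from limma).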

Our RNA-seq data indicated that the apoptosis-associated genes, *Casp3a* and *Caspbl*, which from the apoptosis cascade pathway were upregulated. Consequently, we postulated that the activation of the apoptotic cascade pathway may cause cell death, which in turn may lead to the emergence of microphthalmia. In addition, this phenotype may potentially be influenced by the downregulation of certain genes involved in retinal development. *Rorb* is expressed in parts of the central nervous system that are thought to be crucial to their function, including the suprachiasmatic nuclei, the retina, and the pineal gland (Flores et al., 2007). A bHLH transcription factor called *Atoh7* is necessary for deciding the fate of retinal ganglion cells. The bHLH transcription factor *neurod*, which encourages the cell cycle exit of rod and cone progenitors, is also essential for the development of photoreceptors (Ochocinska and Hitchcock, 2009). The *otx* family member *Crx*, which is highly conserved, can aid in the differentiation and specification of retinal progenitors, including, but not limited to, photoreceptors (Shen and Raymond, 2004). Additionally, *pcdh8* plays critical roles in the formation of neurons and has a high capacity for intracellular signaling (Etzrodt et al., 2009). Microphthalmia may result from a lack of these genes. Therefore, we hypothesized that the combined effect of downregulating *crx*, *neurod4*, *atoh7*, and *pcdh8* and upregulating *Casp3a* and *Caspbl* may be responsible for the smaller eye size in the *flrt2*-KO zebrafish. Further research is necessary to determine the mechanism, but *flrt2* is likely the indirect regulator in this case. Moreover, it is uncertain how *flrt2* controls the expression of its downstream target genes and the development of the zebrafish retina. Ablation of the downstream target genes of *flrt2* will be the subject of further research as this will help to directly show the impacts of these genes.

Taken together, our study's findings suggested that *flrt2* is necessary for the normal development of the zebrafish eyes because they showed that it is strongly expressed in the retina and that the deletion of *flrt2* causes microphthalmia in zebrafish. Furthermore, the overexpression and downregulation of genes related to neural retinal development may be responsible for the defective and delayed development caused by the *flrt2*-KO and additional research is expected to corroborate the results of this study. Our results contribute to the knowledge of the function of *flrt2* in zebrafish retinal development and may encourage additional research in the areas of retinal development and evolution.

## MATERIALS AND METHODS

### Zebrafish husbandry and embryo preparation

Adult zebrafish was kept and bred in a separate system at Zhongshan School of Medicine, Sun Yat-sen University, Guangzhou, at a controlled temperature (28.5°C) and on a live and pellet diets. Embryos were collected through natural spawning, staged in hours post fertilization (hpf), days post fertilization (dpf), or months post fertilization (mpf). All of the manipulations were approved by the local ethical review committee at Zhongshan School of Medicine, Sun Yat-sen University.

### Generation of zebrafish *flrt2* mutants using CRISPR/Cas9

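The table of expression values places *flrt2* on the minus strand of chromosome 20 of GRCz11, from 11098239 to 11178022, as a protein-coding gene with a counted length of 7961 bases. A second row carries the symbol *flrt2* on chromosome 17 and holds 0 reads in all 8 libraries, of WT and of those labelled *flrt2*-KO. The gene held 265 to 313 reads per WT library and 305 to 462 reads per library labelled *flrt2*-KO, summed over its whole counted length. The genome sequence was not used here, so the position of the target sequence and of the deletion within the gene is not given.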

The *flrt2* gene (ENSDARG00000079355) was targeted with sgRNAs in accordance with the CRISPR/Cas9 principle using a CRISPR design tool (http://crispr.mit.edu/). In this study, the *flrt2* effective target sequence was GTAGAAACGGTTTACCTGTAC. At the one-cell stage, zebrafish embryos were injected with the injection mix, which contained 80 ng/µl gRNA and 500 ng/µl zCas9 mRNA. At 24 hpf, the embryos were screened to determine a founder, and the germline mutation frequency was shown to be approximately 20%. Mutant sites were confirmed using PCR and sequencing (comparison to WT unaffected sequences). The primers used for this part study are listed in Table 1. The PCR conditions were as follows: an initial denaturation step at 95°C for 5 mins, followed by 30 cycles of 95°C for 30 s, 58°C for 30 s, and 72°C for 1 min, followed by 10 min incubation at 72°C. The chimeric zebrafish were bred in the AB background to get *flrt2*^+/−^ zebrafish. Then *flrt2*^+/−^ male zebrafish and *flrt2*^+/−^female zebrafish were bred to get *flrt2*^+/+^, *flrt2*^+/−^and *flrt2*^−/−^ zebrafish, which were used in all the phenotypic analyses.

**Table 1.**
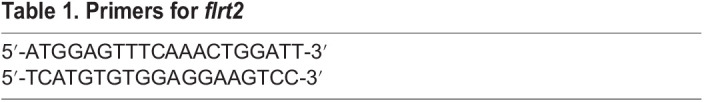
Primers for *flrt2*

### Quantitative real-time PCR (qRT-PCR)

Following the manufacturer's directions, total RNA from 30 embryos was collected using TRIzol Reagent (ThermoFisher Scientific), and from these RNA samples (approximately 1 µg in 20 µl), cDNA was synthesized. qPCR analyses were carried out in total reaction volumes of 5 µl containing 0.5 µl template cDNA, 2.5 µl SYBR Green I PCR Master Mix (Roche), and 5 µM of each primer. The reactions were performed as follows: pre-incubation step at 95°C for 5 min, followed by 45 cycles of amplification at 95 for 10 s, 60 for 10 s, and 72 for 10 s using LightCycler480 system (Roche). The control gene for normalization was *β-actin*. The primers used in this study are listed in Table 2. The relative expression of mRNA was calculated by the 2^−△△Ct^ method. The negative controls consisted of all the reaction components without template cDNA. For *flrt2*, the above experiment was performed in three independent duplicates.

**Table 2.**
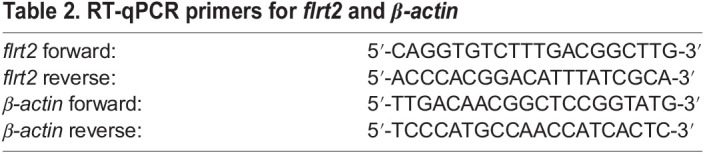
RT-qPCR primers for *flrt2* and *β-actin*

### In situ hybridization (ISH)

Zebrafish embryos were stored in 100% methanol at −20°C after being fixed in 4% paraformaldehyde (PFA) overnight at 4°C. WISH was conducted as previously described as follows: dehydrated embryos that have been gradually rehydrated using methanol dilutions in PBST (PBS with 0.1% Tween-20), followed by four rounds of PBST washing. Then, 10 µg/ml Proteinase K was used to digest embryos for 5 to 30 min at the room temperature. After stopping the digestive process, the embryos were incubated for 20 min at room temperature with 4% PFA before being washed four times with PBST to eliminate any remaining PFA. The embryos were transferred in sterile EP tubes measuring 1.5 ml, and then, they were prehybridized with 200 µl prehybridization solution for 1 h at 65°C. The prehybridization solution was discarded, and 100 µl of hybridization solution containing digoxigenin-labeled RNA probes was added into each tube. The tubes were then hybridized overnight at 65°C. The probes were recycled the following day, and the hybridization solution was gradually changed to 2× saline sodium citrate (SSC) through a series of 10-min washes at 65°C. Then, the tubes were washed twice in 0.2× SSC at 65°C. In the following step, all the tubes were washed at room temperature, and 0.2× SSC was progressively replaced with PBST. The embryos were first placed in the blocking buffer for 2–4 h before 200 µl of anti-digoxigenin antibody solution (Roche, 11093274910) that had been diluted 1:2000 with the blocking buffer was added, and the embryos were incubated overnight at 4°C. The antibody solution was discarded, and then, the embryos were washed six times in PBST at room temperature with gentle shaking. The embryos were transferred from the tubes to a 12-well plate after being gently shaken three times in an alkaline phosphatase (AP) buffer at room temperature. The AP buffer was removed, and 0.5 ml of freshly produced, dark-stored staining solution (BM Purple AP Substrate, Roche, 33300000) was added. A Leica stereomicroscope M205 was used to capture the images.

### Immunohistochemistry

The procedures were performed according to the previous report (Cao et al., 2018a). Briefly, zebrafish embryos were fixed in 4% PFA at 4°C overnight. They were then dehydrated in 30% sucrose until they sank, embedded in OCT tissue freezing medium, and cryosectioned at 10-μm thickness using a Leica Cryostat Microtome. Slides were subjected to antigen retrieval for 30 min at 98°C, except for those analyzed with anti-Zn5 antibodies. They were then incubated with primary antibodies overnight at 4°C, including anti-Zn5 (1:500, Zebrafish International Resource Center), anti-Pax6 (1:500, Covance, PRB-278P-100), anti-αPKC (1:500, Santa Cruz Biotechnology, sc-208), anti- GS (1:500, BD Biosciences, 610518), anti-GFAP (1:500, ThermoFisher Scientific, PA5-16291), anti-Recoverin (1:500, Millipore, AB5585), and anti-Rho 1D4 (1:500, Abcam, ab5417). Then, the slides were washed with PBST three times and incubated with Alexa Fluor 488-conjugated donkey anti-rabbit antibody (1:500, Invitrogen, A-10042) and Alexa Fluor 568-conjugated donkey anti-mouse antibody (1:500, Invitrogen, A-21202) at room temperature for 2 h. Images were obtained using a confocal microscope (Ism 710; Zeiss).

### Bromodeoxyuridine (BrdU) labeling and immunostaining

Using a glass micropipette, the 34 hpf zebrafish embryos were dechorionated and injected with approximately 0.5 nl of 10 mM BrdU (Sigma-Aldrich) to the heart in the yolk sac caudal. Embryos were injected, placed back in fish water for 2 h, harvested, and then subjected to the aforementioned immunostaining procedures using an anti-BrdU antibody (1:100, RPN20; GE Healthcare BioSciences, Pittsburgh, PA, USA).

### TUNEL assay

The TUNEL assay was carried out on cryosections of zebrafish embryonic heads using the In Situ Cell Death Detection Kit, Fluorescein (Roche, 11684795910), as directed by the manufacturer. Images were captured using an LSM 980 confocal microscope (Zeiss, Germany).

### Lipophilic dye labeling

Embryos treated with 1× phenylthiourea (PTU; 0.05 mmol/l; Sigma-Aldrich) were fixed in 4% PFA at 6 dpf. Following agarose immobilization on glass slides, they were injected with DiI (1 mmol/ml, Invitrogen, V22885) and DiO (1 mmol/ml, Invitrogen, V22886) into the vitreous chamber of the retina. After the dye had spread to the tectum, the embryos were subsequently incubated for 24 h. Using an LSM 980 confocal microscope, the Z-axis was used to record RGC axon projection.

### RNA sequencing and analysis

The eyes from 36 hpf zebrafish embryos were collected and placed into TRIZOL Reagent (ThermoFisher Scientific). Approximately 40 eyes were pooled together as one sample. The eight samples, four WT and four *flrt2*-KO zebrafish were sequenced. Following the manufacturer's instructions, sequencing libraries were created using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, MA, USA). The libraries were sequenced on an Illumina HiSeq platform, and 150 bp paired-end reads were generated. Raw data were filtered to remove low-quality reads, and the clean reads were aligned to the zebrafish reference genome (GRCz11) using Hisat2 v2.0.5 (Kim et al., 2015). Then, featureCounts v1.5.0-­p3 (Liao et al., 2014) was used to count the number of reads mapped to each gene, and the fragments per kilobase of transcript sequence per millions base pairs (FPKM) of each gene were calculated. The DESeq2 R software was used to perform differential gene expression (Love et al., 2014). DEGs were defined as genes with an adjusted *P*-adj 0.05 and a fold change >1. GO term and KEGG analyses were carried out with the aid of the DAVID bioinformatics tools (Huang et al., 2009).

### Statistical analyses

The results of at least three independent experiments are presented as the means±standard deviations and were compared using two-tailed Student's *t*-tests. The results were analyzed by GraphPad Prism (version 9, San Diego, CA, USA).

How the deposited data were processed for this re-analysis (not part of the article)

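RNA from eyes of zebrafish embryos was sequenced in 4 WT libraries and 4 libraries labelled *flrt2*-KO, each from about 40 pooled eyes. The Methods name eyes as the source, while the sample labels and the Results text on the RNA name retina. The Methods and the legend of Fig. 8 give the age as 36 hpf, the Results text gives dpf, and 36 hpf was used. The Methods name the NEBNext Ultra kit, while the sample labels name TruSeq. The titles of the WT libraries begin with AB and those of the other group with CH1359. The authors filtered reads, aligned them with HISAT2 2.0.5 to GRCz11, counted them per gene with featureCounts 1.5.0-p3, tested them with DESeq2 and deposited 1 table of FPKM values, which is the only file used here. FPKM multiplied by gene length gave whole reads in 100% of values (tolerance 1e-06), and the library size behind the FPKM differed from the sum of these reads by a factor of 0.930 to 1.07 per library, whose origin is not described in the sources used. Median-ratio scaling of the deposited values left 1453 calls, all shared with those as deposited, so these values were already close to that scaling. The libraries held 13423932 to 14835885 recovered reads. Between pairs of libraries of 1 group, chi-square per degree of freedom was 9.79 to 25.1, where counting alone gives about 1. It is averaged over genes, and those with many reads can weigh most, so it does not give the excess at low counts. Floors and intervals cover counting error only, and a floor covers only that of the group with 0 reads.

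FPKM values were used as deposited on the scale log2(FPKM + 0.5). Genes with at least 0.5 FPKM in at least 4 of 8 libraries were tested with limma 3.58.1 in R 4.3.3, with an intensity trend and a robust variance prior, and p was adjusted by the Benjamini-Hochberg method over 21012 genes. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 1, and a gene of a list was counted as higher or lower at an adjusted p under 0.05. Lists with at least 5 tested members were compared with other genes by camera of limma, with a preset correlation between genes of 0.01, adjusted over the lists. Camera asks for a shift in a common direction and cannot show a list whose genes change both ways. Camera with an estimated correlation and fry of limma, which tests a list on its own, were also run. *flrt2* was also tested by a two-sided exact permutation test, as deposited, with equal column sums and per recovered read. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

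The tests, thresholds, lists, named genes and alternatives were fixed before the data were examined, except where the text says otherwise. Named genes were *flrt2* and the genes the paper names, the 10 called genes with the largest change in each direction (groups apart, mean of at least 1 FPKM, no clone name), up to 4 genes of each list with the smallest p, and the called members of the lists discussed. The lists, by symbol or description, cover retinal cell types, neurogenesis, progenitors and proliferation, lens, pigment epithelium, periocular mesenchyme, surface epithelium, blood, endothelium, muscle, macrophages, yolk and liver, brain outside the retina, caspases, apoptosis regulators, p53 targets, necroptosis, stress, immediate early and circadian genes, FGF signalling, FLRT genes and their receptors, clustered protocadherins, ribosomal proteins, mitochondrial genes, mobile elements, polymorphic MHC genes, intermediate filaments, 6 KEGG pathway names and the 20 genes of Fig. 8B. They are not the GO or KEGG sets, whose annotation was not used here.

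Alternatives were other pseudocounts (0.1 and 1), a filter at 1 FPKM or none, median-ratio scaling, quantile normalization, equal column sums (TPM), no trend or robust prior, array quality weights, a block for the title suffix, the same with 1_8 and 1_8_ysy joined, voom on recovered reads, each library left out, no fold threshold, and an adjusted p under 0.01. After the data were seen, 3 were added: annotated genes of chromosomes 1 to 25 and of the mitochondrial genome alone, reads of alternate-contig rows added to their gene, and both together. The titles share the suffixes 12_16, 1_19 and 1_8_ysy between the groups, and their meaning is not stated. The deviations from group means correlated across genes, which are not independent replicates, at r = 0.141, 0.122 and 0.106 in these 3 pairs, and at -0.223 to 0.112 in the 13 pairs of unlike suffix, of which 2 were over 0.1. The suffix was therefore treated as pairing the libraries in the alternative with a block. In it WT 1_8 and the library 2_17 labelled *flrt2*-KO have no partner, so the estimate rests on the 3 pairs. With 1_8 and 1_8_ysy joined, only 2_17 has no partner. A call lost with a block can therefore come from fewer libraries in the estimate as well as from the pairing.

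The steps were tested on simulated data of 4 against 4 libraries with 200 genes changed, of which those that passed the filter were among the 20743 genes fitted. A further set of genes was shifted by a smaller amount. All genes shared a common dispersion of 0.0210 and varied independently of each other. The shares below hold for that setting and may not carry over to these libraries. At an adjusted p under 0.05, 82.0% of genes changed 2-fold up, 98.0% of 4-fold up, 78.7% of those changed to 0.5 and 97.8% of those changed to 0.25 were recovered. With the fold threshold the shares were 32.0%, 98.0%, 12.8% and 87.0%, and of 20500 unchanged genes 10 passed the adjusted p and 1 passed both. The sequence of the genome and the reads were not used here.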

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

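The tests on neighbouring genes, alternate contigs, library depth, the share of retinal cells, 1 wrong label and an exchange of labels were chosen after the result was seen.

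The real grouping called 1458 genes (755 higher and 703 lower in the libraries labelled *flrt2*-KO). Of the 35 splits of the 8 libraries 1, the real one, called as many, with 1 gene in the highest other. This share of 1 in 35 is the smallest the splits can give, and it argues against chance if the suffix pairs are ignored. Among the 8 splits that part the 3 pairs, the highest other was also 1 gene. A share of 1 in 8 is too large to exclude chance, so that restricted comparison cannot decide. Depth is argued against, although 3 of the 4 libraries labelled *flrt2*-KO lie below the lowest WT library (14394658 reads), since with each library thinned to 13423932 reads 1422 of the 1458 genes were still called in the same direction, and so are haplotypes linked to *flrt2* as the whole cause, since chromosome 20 holds 2.75% of the called genes of the 25 chromosomes. Within 10 Mb of *flrt2* no excess of calls was detected (8 of 222 genes, one-sided permutation test over circular shifts, p = 0.549), but within 5 Mb 6 of 77 genes were called, 7.79% against 2.72% on the rest of the chromosome (p = 0.116 for this difference and p = 0.174 for the count, and p = 0.746 for the count within 20 Mb), so a small linked excess is not excluded. Called genes lay side by side in 237 neighbouring pairs, 220 in 1 direction, against a median of 61 and a highest of 88 over 10000 shuffles (permutation test, p = 1e-04, the smallest they can give), and 19.1% of alternate-contig rows were called, against 11.0% of unannotated rows and 4.89% of all rows on chromosomes 1 to 25. Matched alternate-contig rows changed opposite to 89.7% of called genes (65.9% where the gene was not called), so strain variants that move reads between copies of a gene may account for part of the calls. A change by genotype stays open and could not be tested apart from strain. Of strains the Methods name only AB, in which the founders were bred before heterozygotes were crossed. They state that this cross gave the WT, heterozygous and mutant fish of the phenotypic analyses, which would make them siblings. The RT-qPCR used offspring of inbred homozygotes. Whether the WT fish of the RNA-seq were siblings of the mutants is not stated.

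Each library labelled *flrt2*-KO had more *flrt2* than every WT library in the values as deposited (log2 fold change 0.40, which did not pass limma's test), but with equal column sums 1 of the 4 lay within the WT range (two-sided exact permutation test, p = 0.0857). A single wrong label is argued against, since 0 libraries lay within or beyond the range of the other group on the first principal component, and so is another copy of *flrt2* in the table, which held 0 reads. An exchange of the labels of the groups cannot be told apart from a transcript that stays at or above the WT level in mutants, since the 0.40 fits either and the deletion is not in the table. The paper's RT-qPCR of *flrt2*, in brains at an earlier age, ran the other way. Its TUNEL staining, higher in mutants (Fig. 5F), and its smaller mutant eyes at 36 hpf (Fig. 4) run with the labels if higher *casp3a* and lower *atoh7*, *neurod4*, *crx* and *rorb* are read as the paper reads them, and none of these measures settles the labels.

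The retinal neurogenesis list was lower in the libraries labelled *flrt2*-KO (median log2 fold change -0.48, and camera, adjusted p = 0.000120, but adjusted p = 0.872 with an estimated correlation and 0.136 with fry). It was tested only with *atoh7*, *neurod4*, *crx* and *rorb* in it, which the study named from these same samples. The progenitor list without shared members had a median of 0.048, 0.52 above that of the neurogenesis list (standard error 0.15 over resampled genes, which are not independent). This runs against a lower share of retinal cells. The error leaves out the spread between libraries, so a lower share is not excluded. A strain variant cannot be told apart from a change by genotype: 55.6% of the 9 called members (95% exact binomial interval 21.2% to 86.3%) have another called gene within 0.5 Mb, against 74.5% of other called and 37.7% of all tested protein-coding genes, and 9 genes are too few to decide. With alternate-contig reads added, 8 of the 9 were still called. A biological difference in age or genotype stays open as untested.

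The other values stand apart by their distance from their group, in 7 of 84 groups tested, where chance gives about 5%. *atoh7* had 20.1 FPKM in the library 1_19 labelled *flrt2*-KO, against 32.0 to 33.7 in the others of its group. *foxn1* had 0.638 FPKM in WT 12_16, against 0.178 to 0.213. *pcdh2ab6* had 0.573 FPKM in WT 12_16, against 0.267 to 0.279. *itga6l* had 0.151 FPKM in WT 1_8, against 0.0353 to 0.0427, or 17 reads against 4 to 5. *eef2a.1* had 11.4 FPKM in the library 1_8_ysy labelled *flrt2*-KO, against 15.0 to 15.5. *paqr3a* had 0.0253 FPKM in WT 1_8_ysy, against 0.0758 to 0.0791, which is 1 read against 3 in each of the others and can be counting error. *znf1012* had 0.331 FPKM in the library 1_8_ysy labelled *flrt2*-KO, against 0.122 to 0.130, which is 5 reads against 2 in each of the others and can be counting error. In data the paper does not discuss, 703 unannotated genes were called, 507 of them on alternate contigs, and chromosomes 4 and 18 had 16.8% and 9.96% of their tested genes called.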

How the results depend on the processing

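The results with annotated genes alone, thinned reads and alternate-contig reads added come from alternatives chosen after the data were seen. Of the named genes, 4211 results under the alternatives fixed in advance had the same direction and side of the threshold, 500 lost it and 46 gained it, and none reversed. The counts of 755 higher and 703 lower genes were 703 to 798 and 634 to 783 with 1 library left out. With reads thinned to the lowest library they were 743 and 719. The lower count was 466 with a pseudocount of 1, and without a fold threshold the counts were 1740 and 1548. With annotated genes alone they were 347 higher and 363 lower, mainly since the unannotated rows left out held 48.2% of the calls. With alternate-contig reads added they were 441 and 427, and with both 236 and 284. With the block of the title suffix the counts were 731 and 662, 64 named genes lost and 1 gained their call, 1 list lost (amacrine and horizontal cells) and 4 gained it, and over all genes 1202 of the 1393 calls were shared with the fit without it. Of the lists, 4 were higher and 7 lower. With 1_8 and 1_8_ysy joined 2 were higher, with the estimated correlation 0 and 0, and with fry 1 and 1 (adjusted p = 0.0350 each, FGF signalling and yolk and liver). *flrt2* had a log2 fold change of 0.33 to 0.48 and an adjusted p of 0.0503 to 0.260 from limma over the 20 alternatives. For genes that passed limma's test, log2 fold changes reversed with alternate-contig reads added, with or without the limit to annotated genes, by the added reads themselves: *lim2.1* -0.061, *hnrnpdl* -0.35, *rab11a* 0.11, *lsm8* 0.30, *utp6* 0.012, *suz12b* 0.33, *slx4* -0.014, *pla2g6* -0.24, *got2a* 0.16, *idh3b* 0.20, *ppcdc* 0.16, *BX324132.3* -1.31, *pnp6* 0.15, *six3a* -0.13, *mipa* 0.29, *gngt2a* -0.72 and *entpd6* -0.10. *arntl1b* and *prdm8b* also changed sign with those reads, without passing either way. For the other changes of call the cause was not tested. For genes with 0 reads in a group, such as *caspbl*, the fold is given only against a floor for that group, with the other reads taken as counted.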

Differences from the paper's values

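The alternatives named below were set before the data were examined. The paper's reported count of genes with altered expression is 2492, and the count here was 1458 at an adjusted p under 0.05 from limma and more than 2-fold. The paper's 1227 upregulated and 1264 downregulated genes stand against 755 and 703. The paper states a padj of 0.05 and a fold change over 1, and it used another test. All 3 values fell within 1.5 times the paper's with a pseudocount of 0.1 (1824 genes, 923 and 901), with voom on recovered reads (1903 genes, 954 and 949) and without a fold threshold (3288 genes, 1740 and 1548). They did not with a pseudocount of 1, either filter, median-ratio scaling, quantile normalization, equal column sums, no trend or robust prior, array quality weights, either block, any library left out, or an adjusted p under 0.01.

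All 20 genes of the heatmap differed in the direction the paper shows, and 12 of the 14 tested passed the adjusted p. The paper counts *pcdh8* and *foxn1* among its significantly downregulated genes. Here *pcdh8* had a log2 fold change of -0.79 (adjusted p = 0.139 from limma) and passed only without WT 1_19 (adjusted p = 0.0485), and *foxn1* lay below the filter (adjusted p = 0.0755 from limma without it). The heatmap also holds *vcana* (0.0707), which passed with array quality weights (0.0355), with 1_8 and 1_8_ysy joined in the block (0.0323) and without WT 1_19 (0.0288), and *pcdh2ab6*, *itga6l* and *neurod2*, which did not pass without the filter.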

Other observations

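The tests with alternate-contig reads added were chosen after the result was seen. Genes of yolk and liver were the list with the lowest median in the libraries labelled *flrt2*-KO, with 0 higher and 6 lower of 10 tested genes past the test (8 lower when adjusted over the list alone; camera, adjusted p = 0.000120, adjusted p = 0.872 with an estimated correlation). *apoa2* and *apoa1b*, apolipoprotein genes, had 18.7 ± 4.78 and 5.21 ± 0.775 FPKM in WT and 5.36 ± 1.60 and 1.61 ± 0.653 FPKM in the libraries labelled *flrt2*-KO (SD, n = 4 each). Of blood genes, 0 higher and 4 lower of 21 passed (4 lower when adjusted over the list alone, and 2 of 22 with alternate-contig reads added; camera, adjusted p = 0.00761, adjusted p = 0.872 with an estimated correlation), among them the globin gene *hbbe1.1* (-1.71, adjusted p = 0.00325 from limma). Lens genes were 3 higher and 8 lower of 53 (3 and 9 when adjusted over the list alone, and 2 and 5 with alternate-contig reads added; camera, adjusted p = 0.110, and adjusted p = 0.932 with an estimated correlation), and the list was lower by camera with the block (0.00106, or 0.0294 with 1_8 and 1_8_ysy joined in it), quantile normalization (0.0320) or array quality weights (0.0240), and without WT 1_19 (0.00806) or the library 1_8_ysy labelled *flrt2*-KO (0.00554). The crystallin genes *crygm2d2* and *crygn1* had log2 fold changes of -2.23 and 2.61. FGF signalling genes were 4 higher and 0 lower of 22 (also when adjusted over the list alone, and 2 and 0 of 24 with alternate-contig reads added; camera, adjusted p = 0.00761, adjusted p = 0.872 with an estimated correlation). *fgfrl1b*, an FGF receptor-like gene, had 1.11, or 0.15 with alternate-contig reads added. Ribosomal protein genes were 7 higher and 2 lower of 88 (5 and 2 when adjusted over the list alone, and 6 and 2 of 91 with alternate-contig reads added; camera, adjusted p = 0.00211, 0.0936 with array quality weights, 0.119 with 1_8 and 1_8_ysy joined in the block, 0.159 without the library 2_17 labelled *flrt2*-KO, adjusted p = 0.872 with an estimated correlation), with *rpl13a* at 1.71 and *rpl12* at 2.04.

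Periocular mesenchyme genes were 2 higher and 5 lower of 36 (2 and 8 when adjusted over the list alone, and 1 and 4 with alternate-contig reads added; camera, adjusted p = 0.0186, 0.0793 without WT 1_8_ysy, 0.346 without the library 12_16 labelled *flrt2*-KO, adjusted p = 0.872 with an estimated correlation). *foxl2a* had a log2 fold change of 2.04 and *alx1* of -1.27, or -1.04 with alternate-contig reads added (adjusted p = 0.0638 from limma). Muscle genes were 0 higher and 2 lower of 16 (also when adjusted over the list alone; camera, adjusted p = 0.110, adjusted p = 0.872 with an estimated correlation), including *ckma* (-1.45), and passed without WT 1_19 (0.00401) or without the library 1_8_ysy labelled *flrt2*-KO (0.0352). Pigment epithelium genes were 1 higher and 2 lower of 27 (1 and 1 when adjusted over the list alone, and 0 and 2 of 28 with alternate-contig reads added; camera, adjusted p = 0.977), macrophage genes 0 higher and 2 lower of 18 (also when adjusted over the list alone, and 1 and 2 of 20 with alternate-contig reads added; 0.516) and endothelium genes 0 higher and 2 lower of 22 (0 and 1 when adjusted over the list alone; 0.585). Brain genes outside the retina were 1 higher and 0 lower of 30 (also when adjusted over the list alone; 0.147, adjusted p = 0.872 with an estimated correlation; 0.0414 with array quality weights, 0.0342 without WT 12_16 and 0.0320 without the library 1_8_ysy labelled *flrt2*-KO). Immediate early genes were 0 higher and 1 lower of 23 (0.465; 0 and 0 when adjusted over the list alone). Circadian genes (0.766), clustered protocadherins (0.324) and FLRT genes with their receptors (0.930) had 0 higher and 0 lower genes, as did mitochondrial genes (0.515, or 0.0149 with the block, 0.193 with 1_8 and 1_8_ysy joined in it and 0.932 with an estimated correlation), also when adjusted over the list alone. Over all genes, 3188 were higher and 2934 lower at an unadjusted p under 0.05 from limma. Of 4 polymorphic MHC genes tested, 0 passed, and the list was too small for camera.

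Median, mean and test differ in sign in some lists. For FLRT genes and receptors the median was 0.05 and the mean -0.01, for macrophages 0.01 and -0.14, for pigment epithelium 0.01 and -0.02, for drug metabolism 0.00 and -0.01 (camera higher). For p53 targets the mean was 0.01 with camera lower, and for linoleic acid camera was lower and fry higher. For the genes of Fig. 8B the median was -0.80 and the mean -0.28 (camera, adjusted p = 0.369).

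The paper's RT-qPCR of *flrt2* (Fig. 3C), its BrdU labelling (Fig. 5) and its immunostaining of retinal cell types (Fig. 6) used other samples. The RT-qPCR used brains at an earlier age, and the immunostaining showed protein in older larvae. BrdU labelling targets no gene. Of the genes named here, *flrt2* had a log2 fold change of 0.40 (adjusted p = 0.110 from limma) in eyes at 36 hpf. *pax6b* had -0.32 (adjusted p = 0.0680 from limma) and did not pass, but it passed with quantile normalization (0.0427), equal column sums (0.0491) or array quality weights (0.0496). *gfap* had 0.46 (adjusted p = 0.0182 from limma), and did not pass with the block (0.0667), without WT 1_8 (0.0523), without WT 1_8_ysy (0.0516) or without the library 1_19 labelled *flrt2*-KO (0.0611). *alcama*, the antigen of Zn5, had -0.89 (adjusted p = 0.00385 from limma, 0.0525 with the block).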
